# Light affects tissue patterning of the hypocotyl in the shade-avoidance response

**DOI:** 10.1371/journal.pgen.1008678

**Published:** 2020-03-23

**Authors:** Esther Botterweg-Paredes, Anko Blaakmeer, Shin-Young Hong, Bin Sun, Lorenzo Mineri, Valdeko Kruusvee, Yakun Xie, Daniel Straub, Delphine Ménard, Edouard Pesquet, Stephan Wenkel

## Abstract

Plants have evolved strategies to avoid shade and optimize the capture of sunlight. While some species are tolerant to shade, plants such as *Arabidopsis thaliana* are shade-intolerant and induce elongation of their hypocotyl to outcompete neighboring plants. We report the identification of a developmental module acting downstream of shade perception controlling vascular patterning. We show that Arabidopsis plants react to shade by increasing the number and types of water-conducting tracheary elements in the vascular cylinder to maintain vascular density constant. Mutations in genes affecting vascular patterning impair the production of additional xylem and also show defects in the shade-induced hypocotyl elongation response. Comparative analysis of the shade-induced transcriptomes revealed differences between wild type and vascular patterning mutants and it appears that the latter mutants fail to induce sets of genes encoding biosynthetic and cell wall modifying enzymes. Our results thus set the stage for a deeper understanding of how growth and patterning are coordinated in a dynamic environment.

## Author summary

Shade sensitive plants such as Arabidopsis respond to shade by growing tall in order to maximize their access to sunlight. We find that the REVOLUTA (REV) and KANADI1 (KAN1) transcription factors which are primarily involved in patterning the early leaf, impinge on the regulation of *WUSCHEL HOMEOBOX4* (*WOX4*), another transcription factor involved in vascular development. The regulation of *WOX4* leads to an increase of the number of water-conducting xylem cells in response to shade. Consequently, mutations in the genes encoding either REV, KAN1 or WOX4 are impaired in their ability to grow tall in shade. Thus, we have uncovered a connection between basic patterning and adaptive growth.

## Introduction

Shade intolerant plants such as Arabidopsis respond to subtle changes in the red (R) to far-red (FR) light ratio (R:FR) by increasing hypocotyl elongation growth to outcompete shade caused by neighboring plants. When shaded, several key transcription factors change rapidly to induce transcriptional signaling cascade(s) impinging on genes encoding components of auxin production and signaling [1–4]. This rapid response relies on the activity of the phytochrome photoreceptor system in which PHYTOCHROME-INTERACTING FACTORs (PIFs) form the first layer downstream of PHYTOCHROME B (PHYB). In white light conditions, when the R:FR ratio is high, PHYB is active in the nucleus where it maintains the continuous degradation of PIF transcription factors [5]. In shade, the R:FR ratio is low, which inactivates PHYB and thus increases the half-life of PIFs, mainly PIF3, PIF4 and PIF7, to activate genes encoding auxin biosynthesis enzymes [6]. Among the auxin biosynthesis enzymes required for a full shade avoidance response, TRYPTOPHAN AMINOTRANSFERASE OF ARABIDOPSIS1 (TAA1) and different members of the YUCCA family produce auxin directly from tryptophan in a shade-responsive manner [7–9]. In addition to PIFs, genes encoding class II homeodomain leucine zipper (HD-ZIPII) transcription factors, especially *HAT1*, *HAT2*, *HAT3*, *HAT4*/*ATHB2* and *ATHB4*, are also rapidly induced in response to a low R:FR ratio [2, 10–12] partially mediated by PIFs [13, 14]. These HD-ZIPII transcription factors have an N-terminal EAR motif used to form transcriptional repressor complexes with TOPLESS/TOPLESS-related co-repressors [15]. In fact, ATHB4 acts as a transcriptional repressor on targets such as the *YUCCA5* gene encoding an auxin biosynthetic enzyme [16]. The complex regulation of *YUCCA5* supports the idea that HD-ZIPIIs impede auxin production to dampen PIF function and avoid excessive auxin-dependent growth. At the initiation of the shade-induced elongation growth, recent genetic studies revealed a decisive role of the hypocotyl epidermis in the production and dissipation of auxin signaling [17]. It however remains unknown whether the different hypocotyl cell-types divide, elongate and/or differentiate to enable the shade-dependent growth. Genome-wide transcription factor binding site studies focusing on the master patterning factors of the class III homeodomain leucine zipper (HD-ZIPIII) as well as on KANADI families revealed several direct target genes with known roles in the shade avoidance response [18–20]. Interestingly, these HD-ZIPIII proteins also interact with the rapid shade-response HD-ZIPII transcription factors to regulate leaf patterning [21–23].

Here we show that the HD-ZIPIII transcription factor REVOLUTA (REV) and the KANADI transcriptional repressor KANADI1 (KAN1) impinge on the transcriptional regulation of the WUSCHEL RELATED HOMEOBOX 4 (WOX4) transcription factor that acts as a master regulator of (pro)cambium maintenance. In response to shade, Arabidopsis seedlings induce hypocotyl growth (extended elongation and limited girth increase) which is accompanied by an increase in tracheary elements (TEs), these xylem cells provide both axial mechanical support as well as function in hydro-mineral sap conduction. Both numbers and types of TEs changed with shading, inducing the formation of more metaxylem-type TEs characterized by larger luminal diameter and reticulate/pitted cell wall organization. Plants with mutations in either *REV*, *KAN1* or *WOX4* showed defects in hypocotyl elongation and were unable to increase the number of TEs in the vascular cylinder. Moreover, the xylem patterning response that we have observed extends beyond Arabidopsis and together with additional *in vitro* data, we have uncovered a transcriptional circuitry that controls environment-sensitive cell fate transitions governing plant plasticity to respond to shade.

## Results

### *WOX4* is a direct REVOLUTA and KANADI1 target gene

Using ChIP-seq, we previously identified genome-wide binding sites for the HD-ZIPIII transcription factor REVOLUTA (REV) and the GARP-type transcription factor KANADI1 (KAN1) [18, 19]. Both REV and KAN1 antagonistically regulate patterning of early leaf primordia: in this context REV determines the adaxial (future upper) and KAN1 the abaxial (future lower) side of the developing leaf. Comparative studies combining ChIP- and mRNA-sequencing as well as microarray-based technologies revealed a number of targets directly regulated REV and KAN1 [18–20, 24, 25], several of which have known roles in the shade avoidance response. The transcription factor *WUSCHEL-RELATED HOMEOBOX4* (*WOX4*) was among the genes that are directly and oppositely regulated by REV and KAN1. Our ChIP-seq data showed two binding peaks for KAN1 (-1.0kb and -4.0kb) upstream of the transcription start site while REV showed only one peak (-4.0kb upstream) indicating that REV and KAN1 could compete for chromatin access at the more distant position (Fig 1A). We verified the binding of REV and KAN1 to these respective positions by performing independent ChIP-qPCRs and tested a region further upstream as a negative control (Fig 1B). Transgenic plants expressing fusions of REV or KAN1 to the glucocorticoid receptor exhibited robust changes of *WOX4* mRNA levels when treated with dexamethasone: REV induced while KAN1 repressed *WOX4* expression (Fig 1C). This confirmed that REV acts predominantly as a transcriptional activator and KAN1 as a transcriptional repressor [18–20, 24, 25]. Finally, we assessed the levels of *WOX4* mRNA in different *rev* and *kan* mutants: plants with reduced *REV* or *HD-ZIPIII* levels such *MIR165a-OX*, exhibited significantly lower levels of *WOX4* mRNA whereas plants with either a *REV* gain-of-function mutation (*rev10D*) or mutated in *KAN1* and *KAN2* (*kan1 kan2*) had significantly increased levels of *WOX4* mRNA (Fig 1D). Taken together, these findings support a role for REV and KAN1 as direct upstream regulators of *WOX4*.

**Fig 1:**
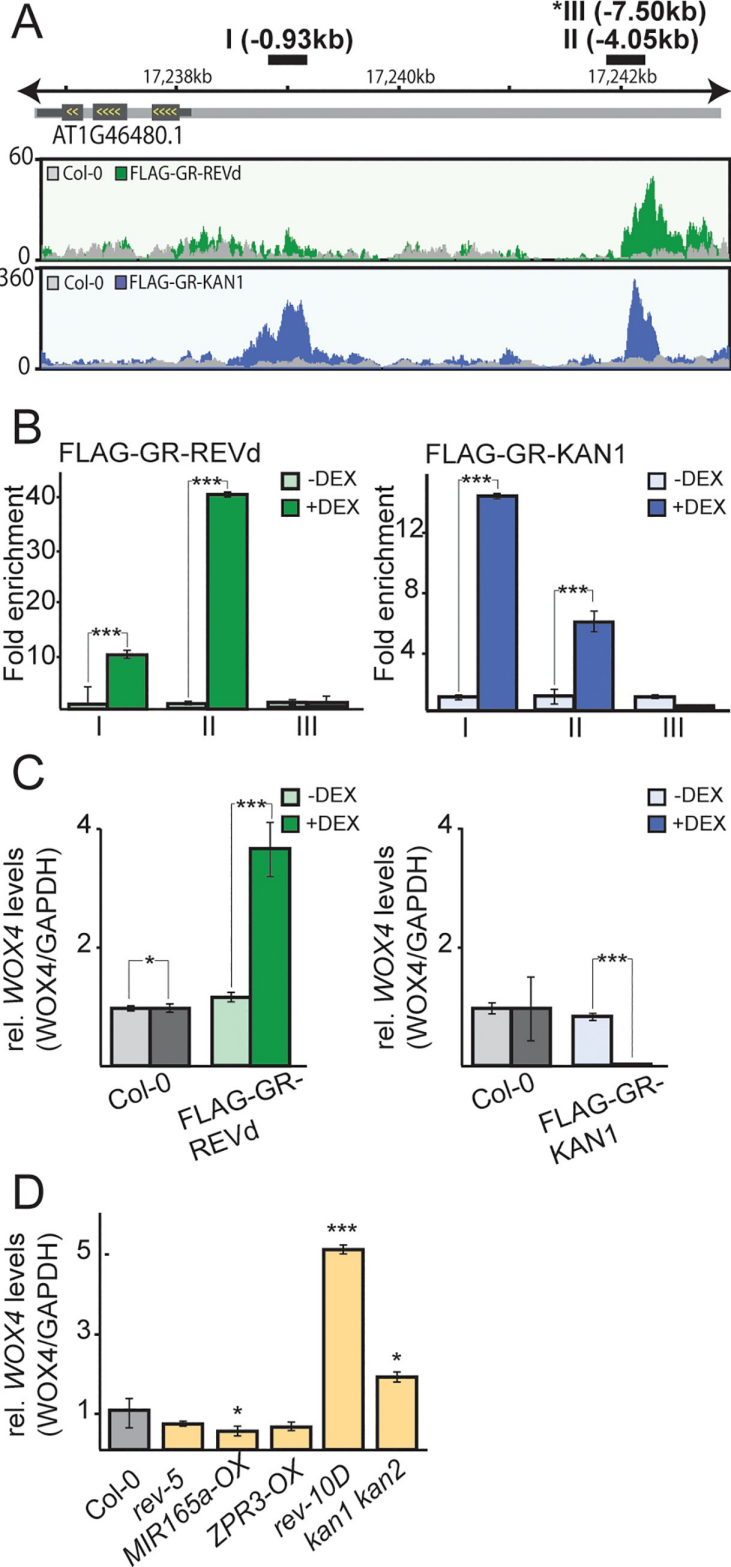
*WOX4* is a direct target gene of the HD-ZIPIII transcription factor REVOLUTA and the GARP-transcription factor KANADI1. **A**, Organization of the *WOX4* locus. Fragments I-III indicate the positions tested by ChIP-qPCR. Plotted below the gene model are the read coverages obtained from ChIP-seq experiments. Asterisk indicates that primer pair III is not present in the read coverage plots because it is located outside the depicted region. **B**, ChIP-qPCR experiments with transgenic *35S*::*FLAG-GR-REVd* and *35S*::*FLAG-GR-KAN1* plants that were either mock-treated (-DEX, light green/blue bars) or treated with dexamethasone (+DEX, dark green/blue bars). The genomic regions were tested with three primer pairs (I–III). The y axis shows the fold enrichment normalized to the mock-treated immunoprecipitations. **C**, Real-time quantitative reverse transcription (RT)-PCR experiments that show expression changes of *WOX4* in Col-0 (grey), *35S*::*FLAG-GR-REVd* (green) and *35S*::*FLAG-GR-KAN1* (blue) in response to either 60 min. (*REV*) or 120 min. (*KAN1*) of DEX induction. Average expression levels of three biological replicates are plotted, normalized to GAPDH of the ratio +DEX versus–DEX treatments with standard error. **D**, Real-time quantitative reverse transcription (RT)-PCR experiments that show expression changes of *WOX4* in Col-0 and plants with altered *HD-ZIPIII* or *KANADI* expression. Average expression levels of three biological replicates are plotted, normalized to GAPDH with standard error. T-Tests *p≤ 0.05, ***p≤0.001.

Early preliminary studies revealed a reduction of the procambial layer in the vascular bundles of petioles when plants were grown in shade (S1 Fig), leading us to investigate the relationship between vascular patterning and shade growth. WOX4 is an important regulator of (pro)cambial identity in the plant vasculature [26–28]. (Pro)cambium cells have stem cell properties and can differentiate into tracheary elements, which both allow mechanical support and water-conduction, and are essential to form wood in perennial plants. Loss of *WOX4* causes a strong reduction of cambium formation in *Arabidopsis* [28] and a strong reduction in girth of the main stem in poplar [29].

Using histological analysis of the stem bases, we investigated if *REV* and *WOX4* genetically interacted to regulate (pro)cambium development in Col-0 wild type, *35S*::*WOX4*, *rev5*, *wox4* and *rev5 wox4* mutant plants (S2 Fig). Compared to Col-0 wild type plants, no significant vascular changes were observed in transgenic *35S*::*WOX4* plants (S2 Fig) whereas *wox4* mutant plants displayed, as previously reported, a significant reduction in the amount of cambium/forming xylem (S2 Fig). In contrast, *rev5* mutants showed deformed, flattened vascular bundles but no visible reduction in cambium (S2 Fig). The *wox4 rev5* double mutant cumulatively showed both reduced cambium as well as deformed and flattened vascular bundles together with an increase in tissue surrounding the vasculature (S2 Fig). Thus, it seems, that the latter effects are additive and do not point towards a genetic interaction of the REV and WOX4 pathways in controlling cambium maintenance in the main stem. In summary, these observations suggest that *WOX4* expression is regulated by REV and KAN1 but this regulation is not important for the vascular patterning of the main stem.

### Loss of *WOX4* function affects the shade avoidance response

Previous research had revealed that mutations in both *REV* and *KAN1* displayed reduced hypocotyl elongation in response to shade [18, 20, 30]. We therefore tested the hypocotyl elongation response of *wox4* mutant plants grown in white light (WL) and far-red enriched WL conditions (WL+FR) to simulate shade and trigger the shade avoidance response. We found that *wox4* mutants are indeed impaired in responding to shade and showed an even greater impairment of hypocotyl elongation than *rev-5* mutant plants (Fig 2A). As Arabidopsis plants require auxin production to respond to shade, loss-of-function mutations in the gene encoding the auxin biosynthesis enzyme TAA1 are almost completely insensitive to shade [8, 31, 32]. Using our experimental set-up, *taa1* mutant hypocotyls did not elongate when grown in WL+FR compared to WL conditions (Fig 2A). Similarly, to *wox4* and *rev-5* mutants, *taa1* mutants were indistinguishable from wild type plants, with respect to the length of the hypocotyl, when grown in WL conditions (Fig 2A). We also tested the response of *wox4 rev-5* double mutants in WL and WL+FR and found that respective double mutants resembled the *wox4* single mutant, indicating a redundant control of shade-induced growth (Fig 2A). Higher order mutations in *KANADI* genes, as in the *kan1 kan2* double mutant, also affected elongation growth, and these mutants displayed longer hypocotyls in WL conditions and shorter hypocotyls in WL+FR compared to the wild type (Fig 2A). In combination with *wox4*, *wox4 kan1 kan2* triple mutants had longer hypocotyls in WL when compared to the wild type, but elongated to a far lesser extent, when considering the absolute extension (subtraction of the length of the hypocotyl in WL from the length observed in WL+FR, Fig 2B). We confirmed that the changes in hypocotyl length we had observed were statistically significant, by performing two-way ANOVA analysis with all data (S3 Fig). The fact that *WOX4*, *KAN1* and *KAN2* encode transcriptional repressors, suggests that the expression of many target genes will be unleashed in *wox4 kan1 kan2* triple mutant plants and some of these de-repressed targets likely promote hypocotyl elongation in a synergistic fashion. Taken together, our findings indicated that REV and KAN1, KAN2 together with WOX4 are all required for an effective response to shade.

**Fig 2:**
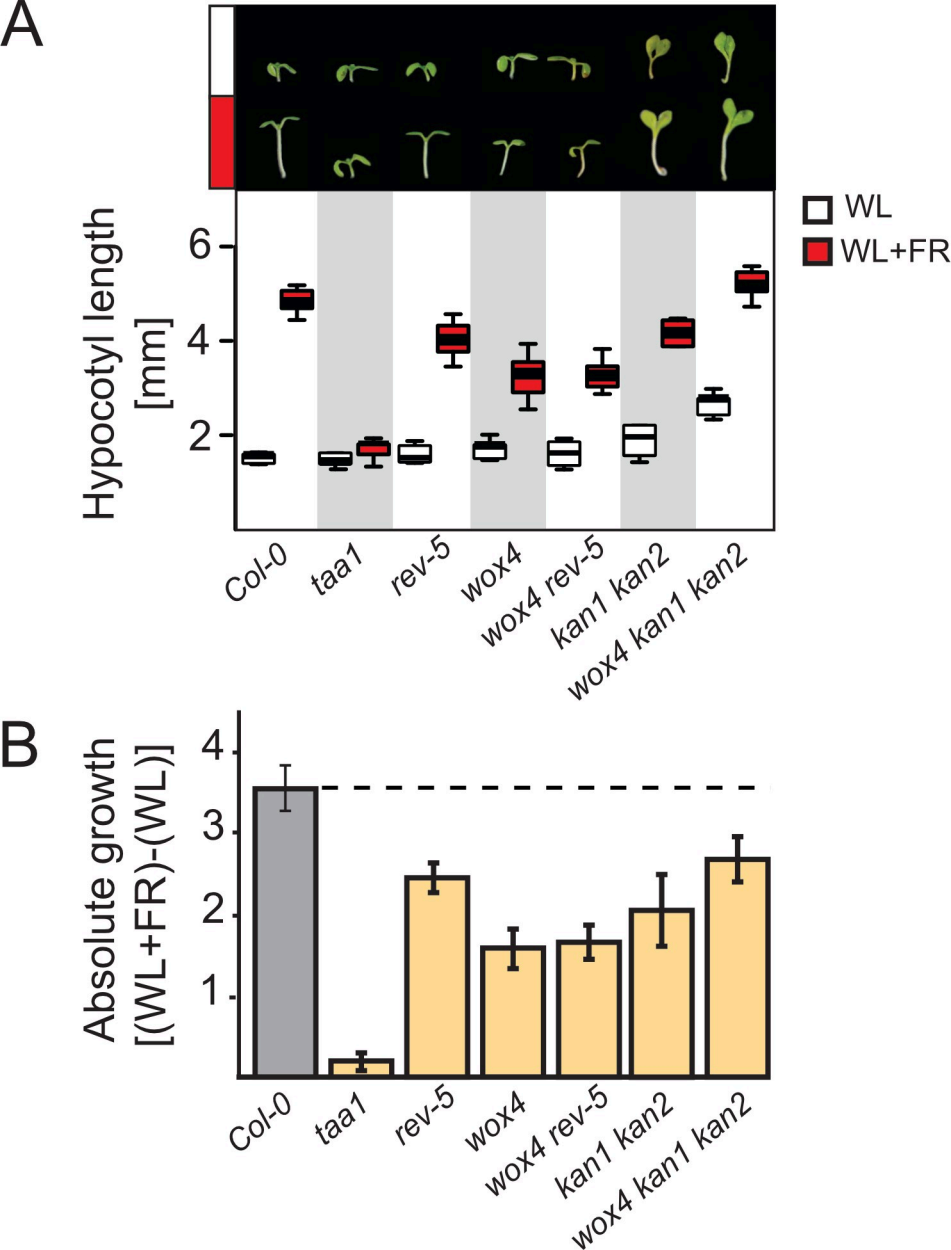
Mutants affecting vascular patterning show altered shade avoidance hypocotyl responses. **A**, Hypocotyl lengths of wild type Col-0 and an array of mutant seedlings in white light (WL) and far-red enriched white light (WL+FR) conditions. The upper panel depicts representative seedlings. Box plots below show the observed experimental data; white boxes hypocotyls grown in WL; red boxes, hypocotyls grown in WL+FR. **B**, Absolute hypocotyl expansion by subtracting the length in WL from the length in WL+FR.

HD-ZIPIII activity is controlled at the post-translational level by the LITTLE ZIPPER3 (ZPR3) microProtein and plants overexpressing *ZPR3* are almost insensitive to shade with respect to their hypocotyl elongation ability [18]. We wondered if the role of WOX4 in the shade response could be related to the activity of the shoot apical meristem. Mutations in the gene encoding the WUSCHEL (WUS) transcription factor (here *wus-1*) showed a shoot meristem-less phenotype but when grown in shade conditions were able to induce hypocotyl growth comparable to wild type plants (S4 Fig). In comparison, transgenic *35S*::*ZPR3* plants showed a high frequency of shoot meristem arrests and the fraction of shoot meristem-less transgenic plants were strongly impaired in their ability to elongate the hypocotyl (S4 Fig). These findings indicated that a functional active shoot meristem was not required for the shade dependent hypocotyl elongation response, suggesting that HD-ZIPIII-mediated cell-fate changes within the hypocotyl might enable growth.

### Role of the REV/KAN1/*WOX4* module in shade-mediated tissue patterning

Given the role of *WOX4* in (pro)cambial cell proliferation [27, 28], it is conceivable that the dampened growth response of *wox4* mutant seedlings is caused by changes in vascular patterning. REV and KAN1, KAN2 have previously been implicated in vascular patterning as well [33–36] and we thus asked whether mutations in these genes would affect vascular responses in shade. We performed histological analyses to test whether we could observe differences in the vasculature of hypocotyls grown in WL and shade (WL+FR) conditions. When exposed to shade, Col-0 wild type plants displayed a highly reproducible increase in the number of tracheary elements in the vascular cylinder (Fig 3A and 3B). This increase also occurred in *taa1* mutant plants although the number of tracheary elements was strongly reduced compared to Col-0 wild type plants. Mutant plants *wox4*, *rev-5* and *wox4 rev-5* all exhibited a higher number of tracheary elements in WL conditions with only a moderate increase in WL+FR compared to Col-0 wild type plants (Fig 3A and 3B). We also examined *kan1 kan2* double and *wox4 kan1 kan2* triple mutants which all had more tracheary elements than the wild type in WL but showed no increase in WL+FR (Fig 3A–3C). The supernumerary tracheary elements appearing in response to shade in Col-0 wild type plants presented larger diameters/lumens (Fig 3A), suggesting that metaxylem-type cells were formed. These findings suggested that the increased production of tracheary elements was associated with hypocotyl elongation to confer a maximal shade avoidance response. To verify that the changes in tracheary element numbers we had observed were statistically significant, we performed two-way ANOVA analysis with all data shown in Fig 3 (S5 Fig). This analysis revealed that the observed changes in Col-0, *rev5*, *wox4* and *wox4 rev5* are significant (p-values between 0.05 and 0.001) and genotypes responded differently to treatments (ANOVA interaction term p-value <0.05). The comparisons of TE numbers in WL and WL+FR in *kan1 kan2* and *wox4 kan1 kan2* revealed no significant differences.

**Fig 3:**
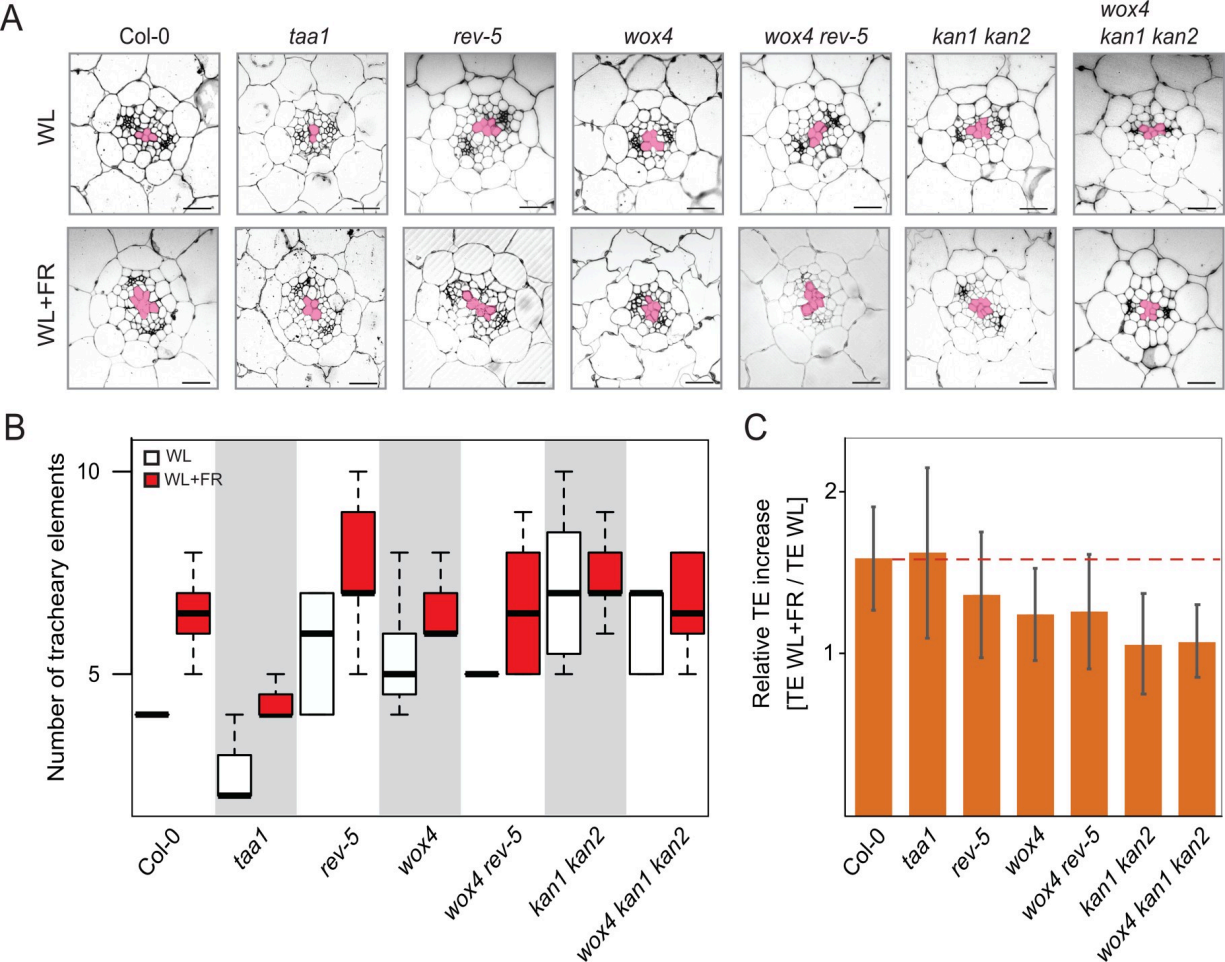
Shade-induced vascular patterning in mutants alters tracheary element formation. **A**, Representative images of hypocotyl cross sections of 10-day old seedlings grown in white light (WL) or shade (WL+FR) conditions. Pink colored areas mark the TE cells in the center of the vascular cylinder. Scale bars, 20 μm. **B**, Box plots show the observed experimental data of TE numbers in WL and W+FR conditions for wild type and different mutants. Shown is the average of two biological replicates n = 9–13. Except *taa1* which is based on one biological experiment n = 4–7. **C,** Relative TE increase by dividing the number of TEs in WL+FR with the number of TEs in WL. Red line indicates the ratio of the Col-0 wild type.

In Arabidopsis, phytochrome B is the major photoreceptor that in WL conditions represses hypocotyl elongation. Hence, mutations in *PHYB* result in a constitutive long hypocotyl phenotype [11]. We tested if the shade-insensitive *phyB-9* mutant plants, which do not elongate their hypocotyls in shade, would also be impaired in increasing tracheary element numbers. In agreement with our previous findings, we observed no supernumerary tracheary elements or changes in diameter/lumen in *phyB-9* mutant plants indicating that PHYB operates upstream of the REV/KAN1/WOX4 patterning module (S6 Fig).

To verify that the elongation defects we observed were not related to a general inability of vascular patterning mutants to elongate the hypocotyl, we investigated the role of brassinolide (BL) in promoting elongation growth. We grew wild type and mutant plants in white light conditions on plates containing either regular MS medium or MS with additional BL. As expected, all plants reacted to BL and showed hypocotyl elongation responses. The analysis of the vasculature revealed no increase in tracheary element numbers or diameter/lumen (S7 Fig). These findings revealed that the increase in tracheary element numbers and diameter/lumen is shade-induced and not required for elongation responses *per se*.

Several observations demonstrate that REV and WOX4 are required for a full shade avoidance response. First, we find that mutations in respective genes show a reduced hypocotyl elongation response (Fig 2A and 2B) and second, the mutants also fail to increase the number of TEs in response to shading (Fig 3A–3C). To test if shade-derived signals are not properly transported through the vascular system of *rev-5* and *wox4* mutant plants, we performed a 24-hour shade experiment. In this experiment, we exposed Col-0 wild type, *rev-5*, *wox4*, *kan1 kan2* and *taa1* mutants to WL+FR and determined hypocotyl growth after 24 hours. We found that all plants responded similar to WL+FR treatment and extended their hypocotyls except *taa1* mutant plants that only extended their hypocotyls weakly (S7 Fig). These findings indicate that *rev-5* and *wox4* mutant plants have no defect in detecting and responding to shade but fail to strongly elongate their hypocotyls in persistent shade.

To further investigate the shade-induced vascular changes, we performed whole plant tomography experiments and virtually sectioned hypocotyls using confocal microscopy. In agreement with our histological analysis, we found that in wild type plants the increase of tracheary elements in the vascular cylinder of the hypocotyl in response to shade was associated with the appearance of pitted tracheary elements absent form WL (Fig 4A and S1 Movie). To evaluate how the supernumerary tracheary elements affected the overall hypocotyl structure in response to shade, tissue proportion analysis was performed using whole plant tomography in wild type, *wox4* and *rev5* to define if shade-dependent elongation altered the vascular density of plant tissue. Although significant increases could be detected for all genotypes tested between WL and WL+FR with regard to hypocotyl elongation, vascular density was unaltered in WL conditions but reduced in *wox4* and *rev5* specifically under WL+FR conditions (Fig 4B). This suggests that the increased tracheary element formation in response to shade is to maintain constant vascular density. The capacity of *wox4* and *rev5* to increase vascular density was reduced which was likely a result of lower vascular formation. In summary, our findings showed that long-term shading changed the composition of the vascular cylinder inside the hypocotyl resulting in an increased number of tracheary elements with larger diameter/lumen and different secondary cell wall organization to ensure that the vascular density of plant tissues are maintained. Mutations in either *REV*, *WOX4* or *KAN1* and *KAN2* genes caused a decrease in the plant capacity to increase the tracheary elements necessary to maintain the constant vascular density, thus demonstrating that these genes act as adaptive factors controlling the response to shade.

**Fig 4:**
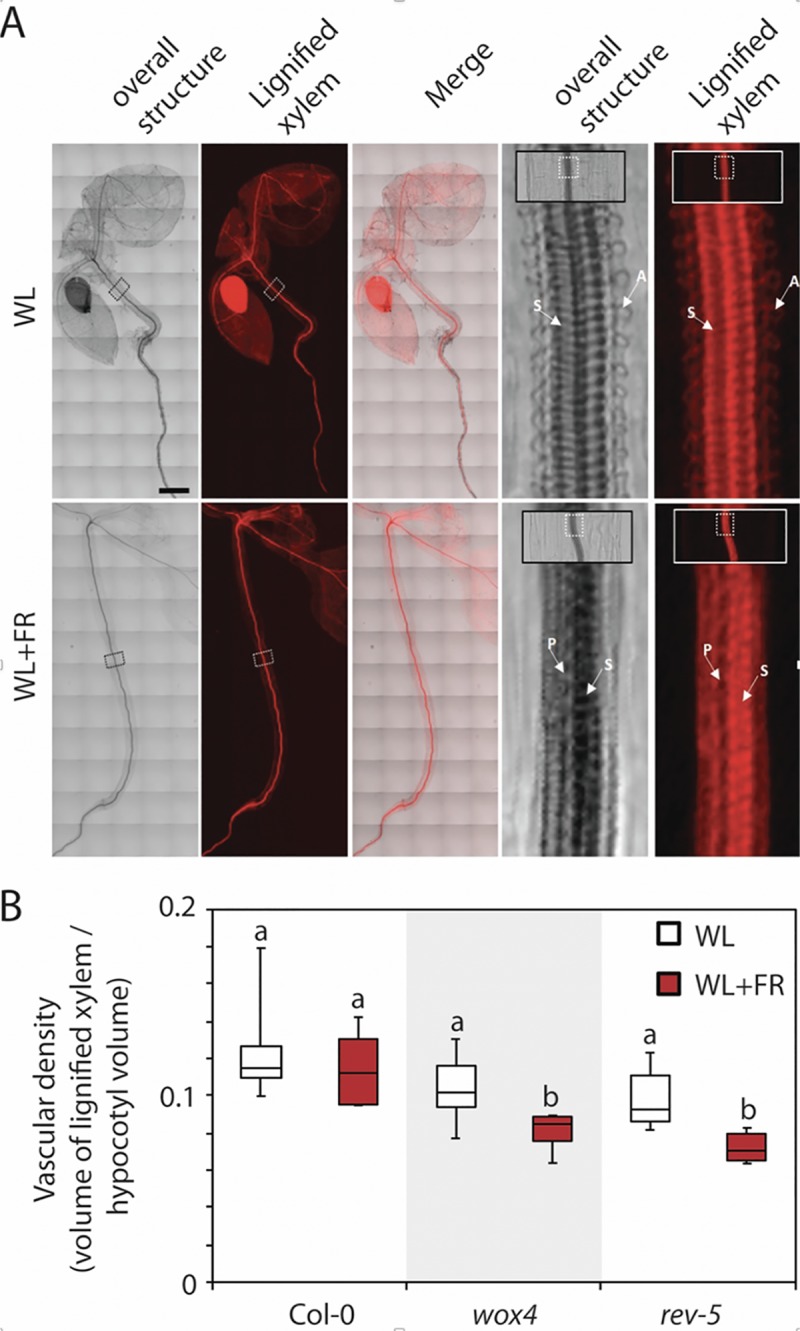
Virtual sections of white light and shade grown plants. **A**, Whole seedling tomography experiment with Col-0 wild type plants. Square boxes in the whole seedling images are enlarged to the right to highlight the organization of the vascular system. Arrows indicate tracheary elements with different secondary cell wall patterning: A for annular, S for spiral and P for pitted. Scale bar = 250 μm. **B**, Measurements of the vascular density defined by the volume of the lignified xylem divided by the hypocotyl volume. (n = 6 seedlings per genotype).

### Analysis of shade-induced vascular changes in crop plants

To further understand if the observed increase of tracheary elements in response to shade occurs only in Arabidopsis or can also be seen in other species, we decided to investigate different shade-sensitive food crops. For this, we tested tomato, carrot and dill seedlings, germinated them in WL and performed growth assays in WL and WL+FR conditions. In these experiments, we found that tomato, dill and carrot showed significant hypocotyl elongation responses, when grown in WL+FR conditions (S8 Fig). Histology of the hypocotyls revealed that tomato plants showed shade-related changes in vascular organization and shade treated plants produced around 20% more tracheary elements compared to the white light grown plants (S8 Fig). The supernumerary tracheary elements appearing in response to shade also presented larger diameters/lumens in tomato (S8 Fig). Similar changes were also observed in carrot seedlings that also showed a significant increase in tracheary elements in response to shading (S8 Fig). Dill seedlings showed hypocotyl elongation in response to shade but the number of tracheary elements was the same in WL and WL+FR (S8 Fig). These results indicated that the effect of increasing the number and size of tracheary elements in the hypocotyl of shade-responsive plants was not restricted to Arabidopsis and also occurred in economically important plants. The finding that not all species that responded to shade also showed extra tracheary elements indicated that species-specific plasticity responses exist.

### Analysis of differential gene expression in vascular patterning mutants in white light and shade

Based on the response to shade, we found that *REV* and *WOX4* genetically interact to promote growth in response to increased far-red light. 

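RNA was sequenced from *Arabidopsis* seedlings of 3 genotypes, the Col-0 wild type, *rev-5* and *wox4*. *REV* encodes a class III homeodomain leucine zipper transcription factor, and *WOX4* a WUSCHEL-related homeobox transcription factor. Seedlings grew for 2 days in white light (WL) and then for 8 days either in WL or in white light with added far-red light (WL+FR), which lowered the ratio of red to far-red light from 7.7 to 0.2 and imitates the shade of neighbouring plants. Each of the 6 combinations of genotype and light had 2 replicate libraries. The authors aligned the read pairs to the TAIR10 genome with HISAT2 and deposited, for each library, an FPKM value (fragments per kilobase of transcript and 1e6 mapped fragments) for each of 32824 genes, with a lower and an upper bound. The paper's text does not name the program that computed these values. The paper reports between 21 M and 24 M read pairs (M, 1e6) per library. The bounds of the FPKM values correspond to 12.38 M to 13.8 M fragments per library (median 12.74 M), if they hold counting error only, and the tests used the FPKM values. Relative to the first Col-0 library, the depth of the 12 libraries lay between 0.902 and 1.007, so depth differed little between the groups. The 10 highest genes took 17.57% to 18.65% of all FPKM in the WL libraries and 12.9% to 14.33% in the WL+FR libraries.
Between 11663 and 11933 genes per library were listed at 0. A gene and group had 1 replicate at 0 and the other above 0 in 8083 cases, and in 671 of these the other replicate had at least 50 fragments by the same estimate. An exact 0 was therefore read as a gene listed at 0, not as a gene without transcript. For the tests, FPKM was rescaled to TPM (the values of a library scaled to a sum of 1e6), and log2(TPM + 1) was analysed with limma, using a mean for each of the 6 groups and one spread shared by all groups. The 20020 genes with a mean of at least 0.5 TPM were tested, of which 18789 were above 0 in all 12 libraries and 1231 were listed at 0 in at least 1 library. The added 1 TPM understates the change of weakly expressed genes. Replicates of a group had Pearson correlations of 0.971 to 0.976 across the tested genes, and libraries of different groups had 0.951 to 0.972.
The mutated genes were examined first. *REV* (AT5G60690, chromosome 5 from 24396981 to 24402195) had between 3.52 and 4.48 FPKM in all 12 libraries, from 161 to 206 fragments by the estimate from the bounds. Its log2 fold change between *rev-5* and Col-0 in WL was 0.05 (standard error 0.11, adjusted p = 0.878 in limma). The paper lists *rev-5* as an amino acid substitution, which need not change the transcript level. The level of *REV* therefore does not test the genotype of these libraries. *WOX4* (AT1G46480, chromosome 1 from 17236524 to 17238185) had between 0.94 and 2.27 FPKM in the 8 libraries of Col-0 and *rev-5* but between 66.32 and 84.41 FPKM in the 4 libraries labelled *wox4*. In WL this was a log2 fold change of 5.05 against Col-0 (standard error 0.18, adjusted p = 1.57e-06 in limma). The transcript of the mutated gene was thus higher in the mutant's libraries than in wild type, so they are called the libraries labelled *wox4*, and each direction given for *wox4* rests on that label.

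**Figure D1:**
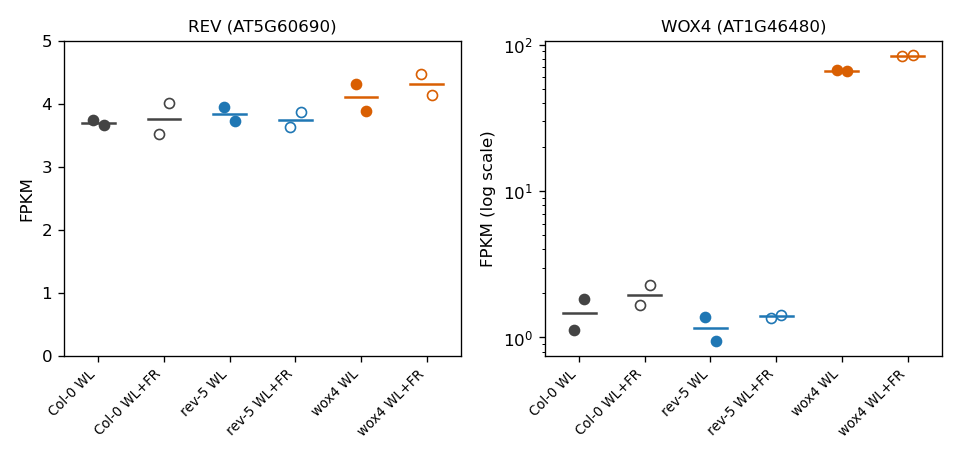
FPKM of *REV* (left, linear axis) and *WOX4* (right, log axis) in each library, by genotype and light, with filled points for WL, open points for WL+FR and a line at the mean of the 2 replicates. *REV* lies between 3.52 and 4.48 FPKM throughout, while *WOX4* reaches 66.32 to 84.41 FPKM only in the libraries labelled *wox4*.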

To characterize respective mutants at the molecular level, we performed RNAseq to identify differentially expressed genes (DEGs). 

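In WL, 43 genes differed between *rev-5* and Col-0 at the thresholds of S9 Fig, an absolute log2 fold change over 1 and a Benjamini-Hochberg adjusted p under 0.001. Of these, 24 were higher and 19 lower in *rev-5*. Between the libraries labelled *wox4* and Col-0, 12 genes differed, 4 of them higher and 8 lower. Of the genes that differed, 18 in *rev-5* and 11 in *wox4* were listed at 0 in at least 1 library. The alternative that moved the counts most was an unadjusted p under 0.01 without a fold change, at which 1743 genes differed in *rev-5* and 607 in *wox4*. Without the fold change but with the adjusted p under 0.001, 104 genes differed in *rev-5* and 12 in *wox4*. When only the genes above 0 in all 12 libraries were tested, an alternative chosen after seeing the data, 37 genes differed in *rev-5* and 1, *WOX4* itself, in *wox4*. The largest change among genes with non-overlapping replicates was that of *MRD1* (AT1G53480) in both mutants. It was listed at 0 in all 4 Col-0 libraries and had 59.11 and 49.44 FPKM in *rev-5* and 39.72 and 54.52 FPKM in *wox4* in WL. *MIR157C* (AT3G18217), the gene of a microRNA precursor, followed, with no FPKM above 0 in Col-0, 39.22 and 25.64 FPKM in *rev-5* and 21.94 and 23.86 FPKM in *wox4*.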

We found 140 DEGs in *rev-5* and 22 in *wox4* mutant plants. To assess which processes are mainly regulated by REV and WOX4, we performed gene ontology analyses with the individual sets of DEGs. 

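Of the genes that differed between *rev-5* and Col-0 in WL, 25 were above 0 in all 12 libraries, 17 of them higher and 8 lower in *rev-5*. The annotation of TAIR10.1, which gives no ontology terms, describes several of the higher ones as enzymes of the berberine bridge family, namely *FOX1* (AT1G26380) with a log2 fold change of 1.36, *FOX2* (AT1G26390) with 1.97, *FOX4* (AT1G26410) with 1.26 and AT5G44440 with 1.74. The cytochrome P450 genes *CYP71A12* (AT2G30750) and *CYP81F2* (AT5G57220) rose by 1.63 and 1.13, the glutathione S-transferase *GSTF6* (AT1G02930) by 1.21, the chitinase *CHI* (AT2G43570) by 1.13 and the calcium-binding protein *CML46* (AT5G39670) by 1.69. Among the lower genes, *ESM1* (AT3G14210) had a log2 fold change of -1.47, the myrosinase-binding protein *MBP1* (AT1G52040) of -1.13 and *AALP* (AT5G60360), an aleurain-like protease, of -3.17. Their adjusted p values in limma ranged from 5.7e-07 for *CYP71A12* to 0.000881 for *FOX4*. These genes were picked by their annotation after their values were seen, and no ontology enrichment was computed. In the libraries labelled *wox4*, *WOX4* was the only gene of the list that was above 0 in all 12 libraries.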

Specifically, we found that DEGs in the *rev-5* mutant were related to secondary metabolism and responses to stress while the analysis of the 22 DEGs in *wox4* yielded no GO enrichment (S9 Fig). A comparison of the overlaps between the individual sets of DEGs revealed eleven genes that were upregulated in both *rev-5* and *wox4* mutants compared to wild type plants. 

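At the same thresholds, 3 genes were higher than in Col-0 in both *rev-5* and the libraries labelled *wox4* in WL. All 3 were listed at 0 in both Col-0 libraries in WL, so no fold against Col-0 is given. Besides *MRD1* and *MIR157C*, the gene was AT5G65620 (chromosome 5 from 26221829 to 26225903), annotated as a zincin-like metalloprotease. It had 9.24 and 10.69 FPKM in *rev-5*, 9.37 and 10.11 FPKM in *wox4*, and 8.66 and 7.96 FPKM in Col-0 in WL+FR. It overlaps *GTE7* (AT5G65630, from 26225832 to 26229574), which had a mean of 46.4 FPKM in Col-0 in WL and 32.7 to 38.3 FPKM in the other libraries. With an unadjusted p under 0.01 in both comparisons and no fold change required, 202 genes were higher in both mutants. With limma's voom on approximated fragments the count was 0, against 451 genes at an unadjusted p under 0.05.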

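*TED7* (AT5G48920) lies on chromosome 5 from 19835337 to 19836258. In WL it had 7.7 and 10.78 FPKM in the Col-0 libraries, 22.84 and 18.25 FPKM in *rev-5* and 18.07 and 21.49 FPKM in the libraries labelled *wox4*. Both replicates of each mutant were above both Col-0 replicates. The log2 fold change against Col-0 was 1.11 in *rev-5* (standard error 0.21, adjusted p = 0.0174 in limma) and 1.06 in *wox4* (standard error 0.21, adjusted p = 0.105). With each replicate left out in turn the log2 fold change was 0.90 to 1.33 in *rev-5* and 0.85 to 1.28 in *wox4*. By the estimate from the bounds, *TED7* had 98 to 424 fragments per library.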

Among these eleven upregulated transcripts we found the TRACHEARY ELEMENT DIFFERENTIATION RELATED7 (TED7) gene that plays a role in TE differentiation [37].

We next analyzed the changes of the transcriptomes of *rev-5* and *wox4* mutants when exposed to shade. 

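WL+FR was first compared with WL within each genotype, at an absolute log2 fold change over 1 and an adjusted p under 0.01 in limma. In Col-0, 341 genes responded, 277 higher and 64 lower in WL+FR. In *rev-5*, 207 genes responded (154 higher, 53 lower), and in the libraries labelled *wox4* 313 genes (249 higher, 64 lower). At an unadjusted p under 0.01 without a fold change, the alternative that moved these counts most, 3671, 3147 and 3815 genes responded. The share of higher genes depended on the scaling, since the median log2 fold change of all tested genes was 0.08 in Col-0, 0.11 in *rev-5* and 0.13 in *wox4* and became -0.02, -0.01 and -0.02 after quantile normalization between libraries. That normalization lowered the share of higher genes from 81.2% to 68.1% in Col-0, from 74.4% to 57.6% in *rev-5* and from 79.6% to 65.8% in *wox4*. Of the genes that the paper names for shade responses, some rose in Col-0. The log2 fold change was 2.09 for *ATHB2* (AT4G16780; standard error 0.13, adjusted p = 5.47e-06), 1.13 for *HAT2* (AT5G47370; standard error 0.08, adjusted p = 1.85e-05) and 1.02 for *PHYB* (AT2G18790; standard error 0.06, adjusted p = 3.16e-06), which fell under the fold threshold after quantile normalization with 0.89. *HAT1* rose by 0.69 (adjusted p = 0.000554). Others were not told apart from no change, with -0.09 for *HAT3* (adjusted p = 0.688), 0.36 for *ATHB4* (0.252), 0.04 for *PIF3* (0.842), -0.11 for *PIF4* (0.254), 0.24 for *PIF7* (0.373), -0.11 for *TAA1* (0.824) and -0.20 for *YUC5* (0.659). All of these are transcript levels after 8 days, whereas the paper describes rapid changes and, for PIF proteins, a longer half-life. They do not test those statements. *YUC5* was weakly expressed, with 0.48 to 1.14 FPKM, and the paper refers to several members of its family. For *ATHB2*, the difference of the response from that of Col-0 was -0.26 in *rev-5* (adjusted p = 0.721) and -0.10 in *wox4* (adjusted p = 0.932).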

As before, plants were cultivated for two days in white light conditions and then cultivated for an additional eight days in WL+FR. Transcriptome changes were compared to the control group of plants that was cultivated in WL for the entire ten days. To identify shade de-regulated genes globally, we compared the RNA-seq datasets using DESeq2 and used Col-0 as a reference (S1 Data). This analysis revealed in total 965 genes significantly deregulated transcripts in *rev-5* mutant plants and 401 in *wox4* mutants with an overlap of 195 genes (Fig 5A). 

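The difference between the shade response of a mutant and that of Col-0, the interaction of genotype and light, was tested in limma with the thresholds given in the legend of Fig 5A. It passed for 22 genes in *rev-5*, 15 with a higher and 7 with a lower response than in Col-0. For the libraries labelled *wox4* it passed for 13 genes, 10 higher and 3 lower, and 8 genes passed in both mutants. Of these genes, 19 in *rev-5* and all 13 in *wox4* were listed at 0 in at least 1 library. The 3 others in *rev-5* were *IRT1* (AT4G19690) with a log2 difference of -2.37, *CML46* with -1.30 and AT3G06355 with 1.02. At an unadjusted p under 0.01 without a fold change, 587 genes differed in *rev-5*, 362 in *wox4* and 125 in both, the setting with the largest counts. Among genes with non-overlapping replicates, the largest differences were those of AT3G03295 and *PAP17* (AT3G17790) in *rev-5* and of AT5G65620 and *NIC2* (AT5G23230) in *wox4*. *PAP17* was listed at 0 in both WL+FR libraries of Col-0 and had 12.23 and 12.51 FPKM in those of *rev-5*. *NIC2* was listed at 0 in all 4 Col-0 libraries and had 7.05 and 7.88 FPKM in *wox4* in WL+FR. The authors' table, S1 Data, gives an unadjusted p under 0.01 for 965 genes in *rev-5*, 401 in *wox4* and 195 in both, without a minimum fold change. Of the 965 genes, 909 were tested here and above 0 in all 12 libraries, and 873 of these had the same direction here (Pearson r = 0.90 and Spearman rho = 0.93 across genes, which are not independent replicates). Of the 401 genes, 364 were above 0 in all 12 libraries, and 344 had the same direction (r = 0.88, rho = 0.90).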

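A principal component analysis of log2(TPM + 1) for the 500 most variable of the tested genes placed 18.0% of the variance on the first component and 11.6% on the second. Of these genes, 469 were listed at 0 in at least 1 library. In the plane of both components, the replicates of a group lay between 2.99 (*wox4* in WL+FR) and 10.27 (*wox4* in WL) log2 units apart, and the nearest centres of 2 groups were 6.01 apart. The replicates of Col-0 in WL+FR, 8.82 apart, were also farther from each other than those nearest groups. With only the genes above 0 in all 12 libraries, an alternative chosen after seeing the data, the components held 64.7% and 13.9% of the variance. Replicates were then 0.12 to 0.90 log2 units apart, and the nearest group centres 2.99.

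**Figure D2:**
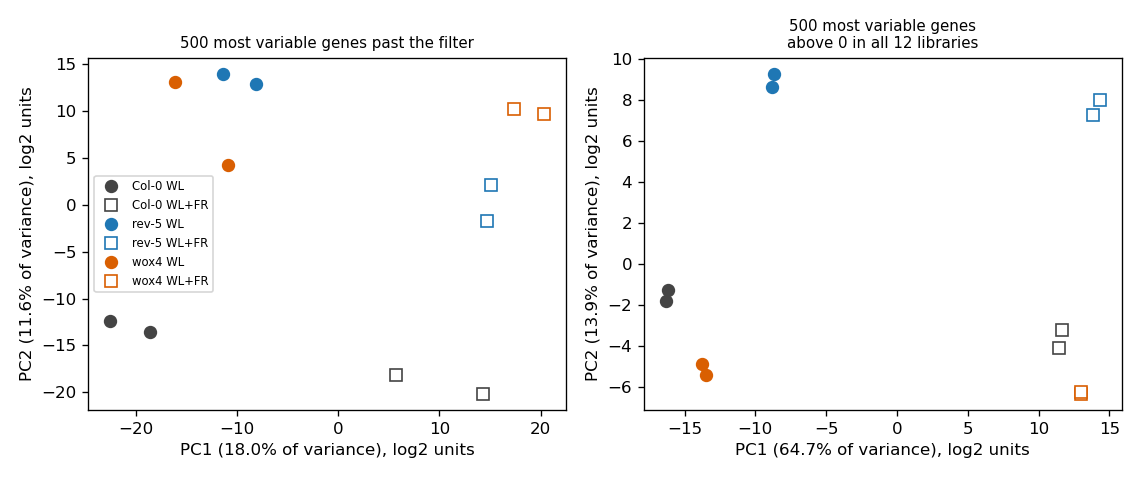
Scores on the first and second principal component, in log2 units, of the 12 libraries for the 500 most variable genes past the filter (left) and for the 500 most variable genes above 0 in all 12 libraries (right). Filled circles are WL and open squares WL+FR libraries, and colours are genotypes; the replicate pairs lie closer together on the right, 0.12 to 0.90 units apart.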

Principle component analysis revealed that individual replicates grouped close together suggesting a high reproducibility of the data (Fig 5B). 

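Sets of genes for glucosinolate biosynthesis (35 tested genes), the cell wall (277) and photosynthesis (68 nuclear genes) were fixed from gene names and annotation before the values were seen. They were chosen because the paper names these functions for the genes deregulated in both mutants. Of the 195 genes that S1 Data lists at an unadjusted p under 0.01 in both mutants, 191 were among the tested genes. They held 11 glucosinolate genes against 0.3 expected by chance (Fisher's exact test, p = 1.52e-14), 10 cell wall genes against 2.6 (p = 0.000341) and 15 photosynthesis genes against 0.6 (p = 8.07e-17). Since the choice of the sets came from what the paper says of this list, these p values are not an independent test. In the FPKM values, which come from the same libraries that selected the genes, all of the 10 cell wall genes and all of the 15 photosynthesis genes had a lower log2 shade response in *rev-5* than in Col-0. So had 10 of the 11 glucosinolate genes, with *IMDH3* (AT5G14200), listed at 0 in 8 libraries, as the exception. In *wox4* the response was lower for all of the 10 cell wall genes, 14 of the 15 photosynthesis genes (not *LHCA4*, 0.02) and 9 of the 11 glucosinolate genes (not *BCAT4*, 0.07, or *IMDH3*, 0.17). Among the glucosinolate genes, *CYP83A1* (AT4G13770) had a log2 difference from Col-0 of -0.87 in *rev-5* and -0.45 in *wox4*, and *CYP79F1* (AT1G16410) of -0.79 and -0.54. Among the cell wall genes, the expansin *EXPA4* (AT2G39700) rose by 1.48 in Col-0 in WL+FR and differed from that by -0.74 in *rev-5* and -0.39 in *wox4*. For the photosynthesis gene *LHCB1.1* (AT1G29920) the differences were -0.44 and -0.30. None of these 4 genes passed the thresholds used for the interaction, and they were chosen after their values were seen.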

A more detailed analysis of de-regulated genes, especially the 195 genes that were found to be deregulated in all genotypes compared to wild type, revealed several genes encoding glucosinolate biosynthesis enzymes, cell wall modifying enzymes and genes involved in photosynthesis (S2 Data). This finding indicates that these mutants might also differ from wild type with regard to their metabolism and cell wall biochemistry. 

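Tested as whole sets (inter-gene correlation 0.01), the shade response of the glucosinolate genes was lower than in Col-0 in both mutants. In limma's camera, their median log2 difference was -0.28 in *rev-5*, with 30 of 35 genes below 0 (adjusted p = 9.5e-14, Benjamini-Hochberg over the 6 set tests), and -0.12 in the libraries labelled *wox4*, with 26 of 35 below 0 (adjusted p = 1.12e-10). The median of all tested genes was 0.02 in *rev-5* and 0.04 in *wox4*. With the correlation between genes estimated from the data, the alternative that raised these p values most, the adjusted p was 0.00302 and 0.00351. In the same limma test, photosynthesis genes had median differences of -0.03 in *rev-5* (41 of 68 genes below 0, adjusted p = 0.000228) and -0.06 in *wox4* (48 of 68, adjusted p = 1.12e-10), the first of which had an adjusted p of 0.107 after quantile normalization. For the cell wall genes, limma's camera gave median differences of -0.01 in *rev-5* (144 of 277 genes below 0, adjusted p = 0.0879) and -0.02 in *wox4* (147 of 277, adjusted p = 0.0235), and the latter had an adjusted p of 0.0684 with the estimated correlation. Both mutants were compared with the same Col-0 libraries, so the tests of the 2 mutants are not independent. The sets were chosen from what the paper reports of these same libraries. The p values of the whole sets are therefore not an independent test of the paper's statement either. The paper names glucosinolate, cell wall and photosynthesis genes among those deregulated in both mutants. From these genes it proposes that the mutants might differ from wild type in metabolism and cell wall biochemistry.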

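In WL+FR, *TED7* had 35.62 and 22.65 FPKM in Col-0, 30.3 and 32.73 FPKM in *rev-5* and 34.8 and 29.43 FPKM in the libraries labelled *wox4*. The Col-0 replicates in WL+FR thus spanned those of both mutants. From WL to WL+FR its log2 fold change was 1.60 in Col-0 (standard error 0.21, adjusted p = 0.000707 in limma), 0.65 in *rev-5* (standard error 0.21, adjusted p = 0.0765) and 0.73 in *wox4* (standard error 0.21, adjusted p = 0.0394). The response differed from that of Col-0 by -0.95 in *rev-5* (standard error 0.30, adjusted p = 0.344) and -0.87 in *wox4* (standard error 0.30, adjusted p = 0.604), and neither difference passed the threshold. Adjusted in limma over only the 19 genes that the paper names, the p values were 0.0499 and 0.0806. The paper picked *TED7*, *CYP82C2* and *QQS* as examples from these same libraries. Values of p adjusted over that list are therefore not an independent test of these genes.

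**Figure D3:**
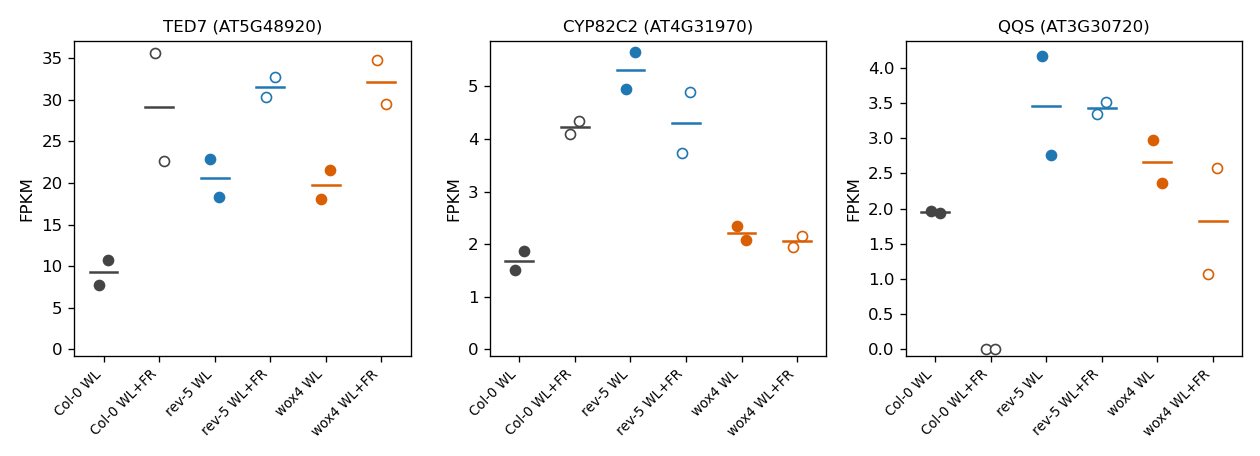
FPKM of *TED7*, *CYP82C2* and *QQS* in each library, by genotype and light, with filled points for WL, open points for WL+FR and a line at the mean of the 2 replicates where both are above 0. *TED7* lies lowest in Col-0 in WL (7.7 and 10.78 FPKM), *CYP82C2* highest in *rev-5* in WL (4.95 and 5.65 FPKM), and *QQS* is listed at 0 in Col-0 in WL+FR.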

Investigation of specific transcripts that were differentially expressed in *wox4* and *rev-5* mutants showed that the *TED7* transcript is shade sensitive and expressed at higher levels in white light conditions in the two mutants. 

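*QQS* (AT3G30720, chromosome 3 from 12349047 to 12349933) was weakly expressed, with at most 37 fragments per library by the estimate from the bounds. In WL it had 1.97 and 1.94 FPKM in Col-0, 4.17 and 2.75 FPKM in *rev-5* and 2.97 and 2.36 FPKM in the libraries labelled *wox4*. In limma, the log2 fold change against Col-0 in WL was 0.65 in *rev-5* (standard error 0.29, adjusted p = 0.265) and 0.35 in *wox4* (standard error 0.29, adjusted p = 0.765), so neither mutant was told apart from Col-0. In WL+FR, *QQS* was listed at 0 in both Col-0 libraries and had 3.34 and 3.52 FPKM in *rev-5* and 1.07 and 2.57 FPKM in *wox4*. The log2 fold change from WL to WL+FR was -2.11 in Col-0 (adjusted p = 0.000856), a value that rests on these zeros, 0.04 in *rev-5* (adjusted p = 0.957, and -0.09 after quantile normalization) and -0.46 in *wox4* (adjusted p = 0.316). The response differed from that of Col-0 by 2.15 in *rev-5* (standard error 0.41, adjusted p = 0.0797) and by 1.65 in *wox4* (standard error 0.41, adjusted p = 0.391). Over the 19 named genes alone, the adjusted p in limma was 0.00412 and 0.025. *QQS* is on that list because the paper picked it from these libraries, so these 2 values are not an independent test. Across the alternatives, the adjusted p of the difference in *rev-5* ran from 0.00358 with a pseudocount of 0.1 TPM to 0.198 with voom on approximated fragments.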

The gene encoding the QUA-QUINE STARCH enzyme was expressed at lower levels in *wox4* and higher levels in *rev-5* and in both genotypes the expression was no longer shade-inducible (Fig 5C). 

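*CYP82C2* (AT4G31970) lies on chromosome 4 from 15462350 to 15464563 and had 38 to 129 fragments per library by the estimate from the bounds. In WL it had 1.5 and 1.87 FPKM in Col-0, 4.95 and 5.65 FPKM in *rev-5* and 2.35 and 2.07 FPKM in the libraries labelled *wox4*. Its log2 fold change against Col-0 was 1.38 in *rev-5* (standard error 0.15, adjusted p = 0.001 in limma, at the edge of the threshold) and 0.30 in *wox4* (standard error 0.15, adjusted p = 0.576). With voom on approximated fragments the change in *rev-5* passed the threshold (adjusted p = 0.000641). In WL+FR, Col-0 reached 4.09 and 4.35 FPKM, a log2 fold change of 1.10 from WL (adjusted p = 0.000819), which was 1.00 after quantile normalization and 0.96 on the FPKM scale and then no longer passed. Expression did not rise in WL+FR in *rev-5*, with 3.73 and 4.89 FPKM, or in *wox4*, with 1.95 and 2.15 FPKM. The response differed from that of Col-0 by -1.35 in *rev-5* (standard error 0.21, adjusted p = 0.0306) and -1.15 in *wox4* (standard error 0.21, adjusted p = 0.179). Over the 19 named genes alone, the adjusted p in limma was 0.00208 and 0.00697, which is again not an independent test.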

The CYP450 enzyme (*AT4G31970*) was ectopically high in both *wox4* and *rev-5* mutant plants (Fig 5C). Thus, the inability to induce genes in response to shade can result from elevated expression in white light conditions or a repression in shade.

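For *CYP82C2*, the level in WL+FR differed between the mutants, with 3.73 and 4.89 FPKM in *rev-5* and 1.95 and 2.15 FPKM in *wox4*. The *rev-5* replicates in WL+FR spanned those of Col-0 (4.09 and 4.35 FPKM), and *rev-5* in WL was already above these. The libraries labelled *wox4* stayed below Col-0 in WL+FR in both lights. *TED7* in WL lay between the levels of Col-0 in WL and in WL+FR in both mutants, apart from 1 *rev-5* library at 22.84 FPKM, above the lower Col-0 replicate in WL+FR. From the expression of *TED7*, *QQS* and the CYP450 gene in the mutants, the paper concludes that a missing induction in shade can come from a raised level in WL or from repression in WL+FR.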

**Fig 5:**
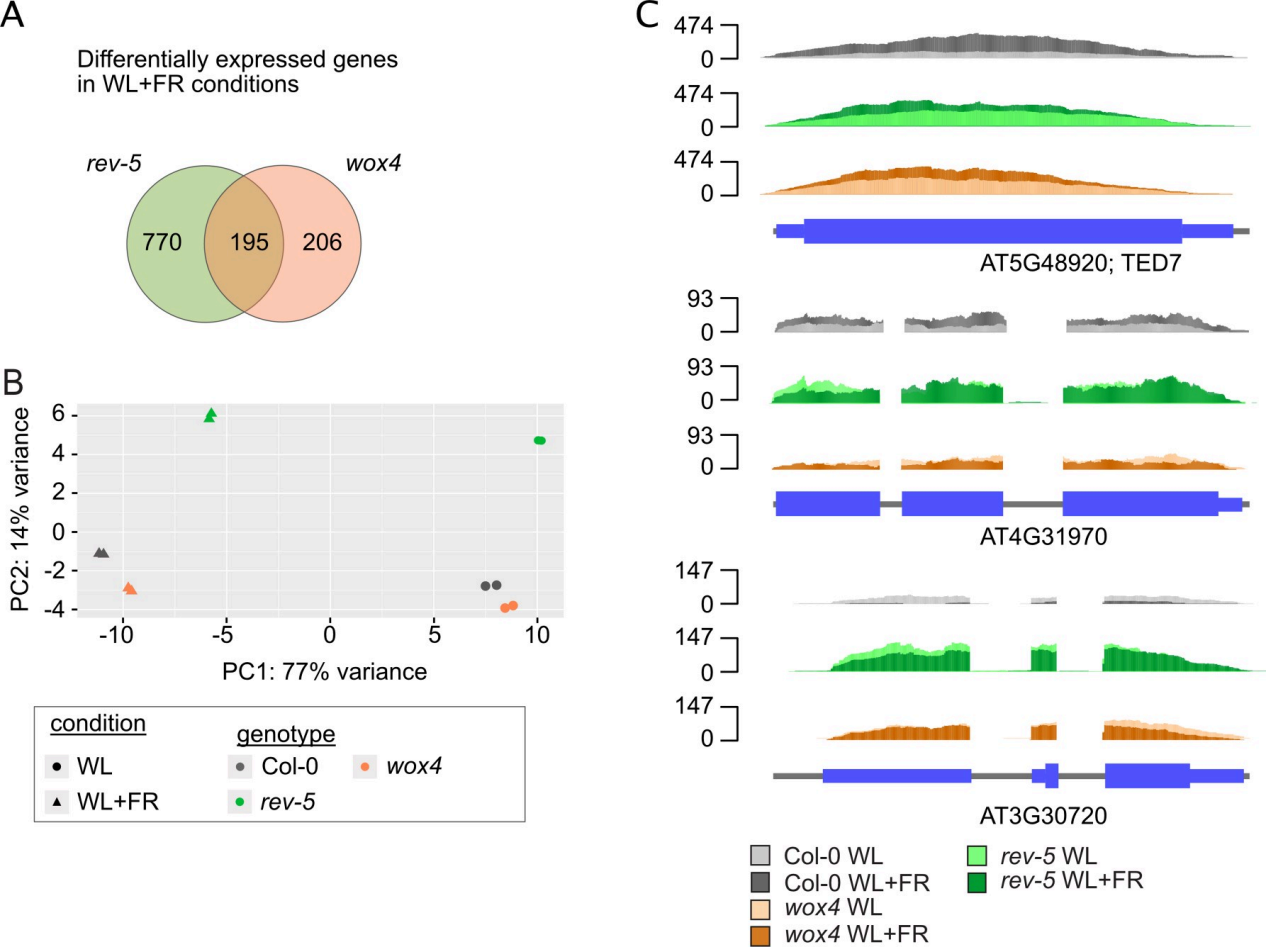
Shade-induced transcriptome changes in vascular patterning mutants. **A**, Venn diagram depicting differentially expressed genes (DEGs) in response to shade in the different genetic backgrounds (log2FC > +1/-1, BH-adj. p-value < 0.01). **B**, Principle component analysis of the gene expression (regularized logarithm transformed count data) between the different RNA-seq libraries. Plotted is the percentage of variance for each component. **C**, RNA-Seq read coverages of representative candidate genes showing the expression levels in the different genetic backgrounds. Upper panel shows a gene (*AT5G48920*; *TED7*) that is expressed at higher levels in WL in *rev-5* and *wox4*; the middle panel depicts a gene (*AT4G31970*) that is more robustly expressed in *rev-5* and much lower in *wox4* while the lower panel depicts a gene (*AT3G30720*) that is higher expressed in the mutant plants compared to wild type.

### Far-red light has a transformative effect on in vitro inducible cell suspensions

Our work uncovered shade-induced changes mediated by a small set of patterning factors to promote the differentiation of cells into tracheary elements in whole seedlings. To elucidate whether far-red light itself possessed a transformative capacity, we investigated the effect of far-red irradiation on *in vitro* grown inducible hormone-habituated Arabidopsis cell suspension cultures. Addition of auxin, brassinosteroids and cytokinin in a specific ratio triggered the trans-differentiation of the actively dividing parenchyma into tracheary elements [38] which have the characteristic secondary cell wall patterns that can be recognized under a regular light microscope (S10 Fig) [39]. We investigated the influence of light quality on hormonal induction of xylogenesis and cell division. In response to white light, xylogenic induction was slightly reduced compared to induction in the dark or in white light supplemented with far-red light (S10 Fig) indicating that WL, or a high R:FR ratio suppressed xylogenesis. In contrast, WL also stimulated cell division compared to the dark and WL+FR (S10 Fig). In all conditions, the kinetics of tracheary element formation was not affected with cell differentiation starting at day 3 and plateauing by day 5. Interestingly, tracheary element cell wall organization changed with light conditions as WL+FR promoted reticulate-type tracheary elements in comparison to WL and dark. We were surprised to find that in the absence of the inducing hormone cocktail, far-red enriched light had a significant transformative capacity resulting in an increased frequency of spontaneous xylogenesis (S10 Fig). The latter effect was independent of increases in cell division (S10 Fig). These results complemented our previous findings by confirming that shade directly affected the vascular formation by promoting the differentiation of metaxylem tracheary elements. Moreover, our experiments using inducible cell cultures indicated that this shade-induced cell fate change occurred without undergoing cell division.

## Discussion

Compared to animals, plant development is highly plastic and the final shape of plants is strongly influenced by the environment. In the past decades, the genetic control required to respond to environmental inputs has been in part elucidated by the study of genes encoding master regulators of development as well as genes encoding transcription factors, photoreceptors or hormone biosynthetic enzymes. Knowledge on how existing patterning networks can be influenced by external signals have so far remained scarce.

Previous research identified several shade-related direct downstream targets genes of the patterning factors REVOLUTA and KANADI1 [18, 19, 24, 25, 40]. However, the role of REV and KAN1 in the control of growth in response to shade has been enigmatic. Our studies have revealed a role for *WOX4* in the control of growth in response to shade. Based on the phenotypes of loss-of-function mutants in *REV* (*rev-5*), *WOX4* (*wox4*) and the resultant double mutant (*wox4 rev-5*) we observed additive phenotypes with regard to the structures of the stem vasculature (S2 Fig) and an epistatic relationship in the control of growth in response to shade. In the latter process, *wox4* is epistatic over *rev-5*, as indicated by the *wox4*-like phenotype of the *wox4 rev-5* double mutant (Fig 2A and 2B). The *kan1 kan2* double mutant showed elongated hypocotyls in white light conditions and slightly longer hypocotyls in shade conditions but the relative growth in shade was reduced (Fig 2A and 2B). In combination with *wox4*, we found that *wox4 kan1 kan2* mutants showed even longer hypocotyls in both shade and non-shade conditions, supporting an additive relationship. The molecular function of WOX4 is still opaque and it is unclear what its direct downstream targets are. However, it is known that WOX4 affects the sensitivity of cells to auxin [28]. KAN1, KAN2 are known transcriptional repressors and WOX4 is predicted to act as a transcriptional repressor as well. Thus, it is possible that the combination of mutations (as in *wox4 kan1 kan2*) unleashes auxin production and signaling and thereby causes ectopic growth.

In a situation of enhanced KAN1 expression (Fig 1C), *WOX4* expression is abolished and transgenic plants overexpressing *KAN1* (*35S*::*KAN1*) are completely shade insensitive [40]. However, in comparison to *wox4* single mutants the growth phenotype of *35S*::*KAN1* is much stronger. The latter is likely attributed to KAN1 repressing a large number of target genes that are involved in hormone biology and shade-induced growth promotion [18, 19].

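For the comparison of the mutants with Col-0 in WL, *rev-5* had more differing genes than the libraries labelled *wox4* under each setting with 2 replicates in every group. The counts were closest, at 14 and 9, when only the WL libraries entered the fit. With 100 shuffles of the genotype labels within each light, 0 gave as many genes above 0 in all 12 libraries as the 25 seen for *rev-5*, and 9 gave at least the 1 seen for *wox4*, where draws can hold real differences because the shuffles mix the labels of all 3 genotypes. At an unadjusted p under 0.05, 3721 genes differed in *rev-5* and 1853 in *wox4*.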

Importantly, with regards to their transcriptomes, *rev-5* mutants had more differentially expressed genes compared to *wox4* mutants (S9 Fig). 

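The scores on the first 2 principal components were used to measure how far the mutants lay from Col-0 in each light. Over the 500 most variable of all tested genes, the distance from Col-0 in WL was 28.43 log2 units for *rev-5* and 22.72 for the libraries labelled *wox4*. In WL+FR it was 19.94 for *rev-5* and 30.39 for *wox4*, so *rev-5* was not the farther mutant in both lights. Over the genes above 0 in all 12 libraries, the distances for *rev-5* and *wox4* were 12.88 and 4.45 in WL and 11.58 and 2.99 in WL+FR. On the second component of that analysis, the 4 *rev-5* libraries scored from 7.28 to 9.27 and the other 8 libraries from -6.33 to -1.28, while the first separated WL (-16.34 to -8.7) from WL+FR (11.43 to 14.32).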

Principle component analysis of the datasets revealed that *rev-5* mutant plants were markedly different from *wox4* and wild type plants but grouped with the different treatment categories (Fig 5B). Our analysis compared plants grown for eight days in WL+FR environment to plants grown in WL. This long-term exposure results in morphological changes such as petiole extension and leaf flattening. Some of the gene expression changes we observed might not relate to alterations in signaling but could be a consequence of above-mentioned morphological changes.

Our work revealed that Arabidopsis plants responded to shade by increasing the numbers and types of tracheary elements in the vascular cylinder of the hypocotyl to maintain a constant vascular density. Mutants that failed to increase tracheary element cell number showed reduced hypocotyl growth suggesting that plant growth adaptability depended on its capacity to maintain a constant vascular density. Analysis of genes differentially regulated in *rev-5* and *wox4* mutant plants revealed eleven genes that were upregulated in both mutant plants compared to Col-0 wild type plants (S9 Fig). This dataset comprised mostly uncharacterized enzymes and TED7.

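The annotation names the protein product of *MRD1* as mto 1 responding down 1. Among the 202 genes higher in both mutants in WL at an unadjusted p under 0.01 in limma, the products of 10 are annotated as uncharacterized or hypothetical. By the larger of the 2 p values, *TED7* stood at rank 49 of these genes. A log2 fold change over 1 in both mutants and values above 0 in all 12 libraries left 6 of them. These were AT5G44440, a berberine bridge family enzyme (1.74 in *rev-5* and 1.10 in *wox4*), the uncharacterized AT3G55790 (2.03 and 1.59), *TED7*, *UBC15* (AT1G45050; 1.14 and 1.14), the uncharacterized AT3G27030 (1.13 and 1.11) and AT4G22640 (1.59 and 1.14), annotated as a lipid-transfer protein. Of the 6, only AT5G44440 in *rev-5* had an adjusted p under the threshold (4.63e-05), while its adjusted p in *wox4* was 0.00432.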

To validate the findings that vascular patterning mutants showed less TE expansion in shade, we carried out a differential phenotype to genotype association analysis. Specifically, we determined if the observed changes in hypocotyl length and tracheary element increase were interdependent. We displayed the relative changes by dividing the length of the hypocotyl in WL with the length observed in WL+FR conditions plotted against the relative changes in tracheary elements. For the latter, we again divided the cell number in WL with the cell number in WL+FR. This analysis yielded direct associations between the relative length of the hypocotyl in relation to the relative increase of tracheary element numbers in shade conditions. Arabidopsis wild type plants which showed both a high plasticity in hypocotyl expansion and had increased numbers of tracheary elements, clustered as expected in the upper right corner of the diagram (Fig 6A). The *rev-5* mutant clustered in the middle of the diagram showing a weaker hypocotyl response and a slight increase in the numbers of tracheary elements in shade conditions. The *taa1* mutant clustered in the bottom right corner because it showed a relative increase in the number of tracheary elements in response to shading but failed to elongate the hypocotyl. All other mutants analyzed in this study clustered in the bottom left section of the diagram indicative of a dampened hypocotyl elongation response and concomitant failure to increase the number of tracheary elements in response to shade conditions. These results show that patterning factors of the HD-ZIPIII and KANADI families, including their direct downstream targets such as *WOX4* and *TAA1*, are required to promote shade-induced growth. To exclude a general defect of vascular patterning mutants to increase elongation growth we studied the effect of BL of inducing elongation growth and TE expansion (S7 Fig). We neither found an effect of BL in inducing TE expansion, nor were vascular patterning mutants impaired in their response to BL. Finally, the differential phenotype to genotype association analysis of the BL effect showed no major deviation of *taa1* and *wox4* mutant plants from the growth behavior of wild type plants (S11 Fig).

**Fig 6:**
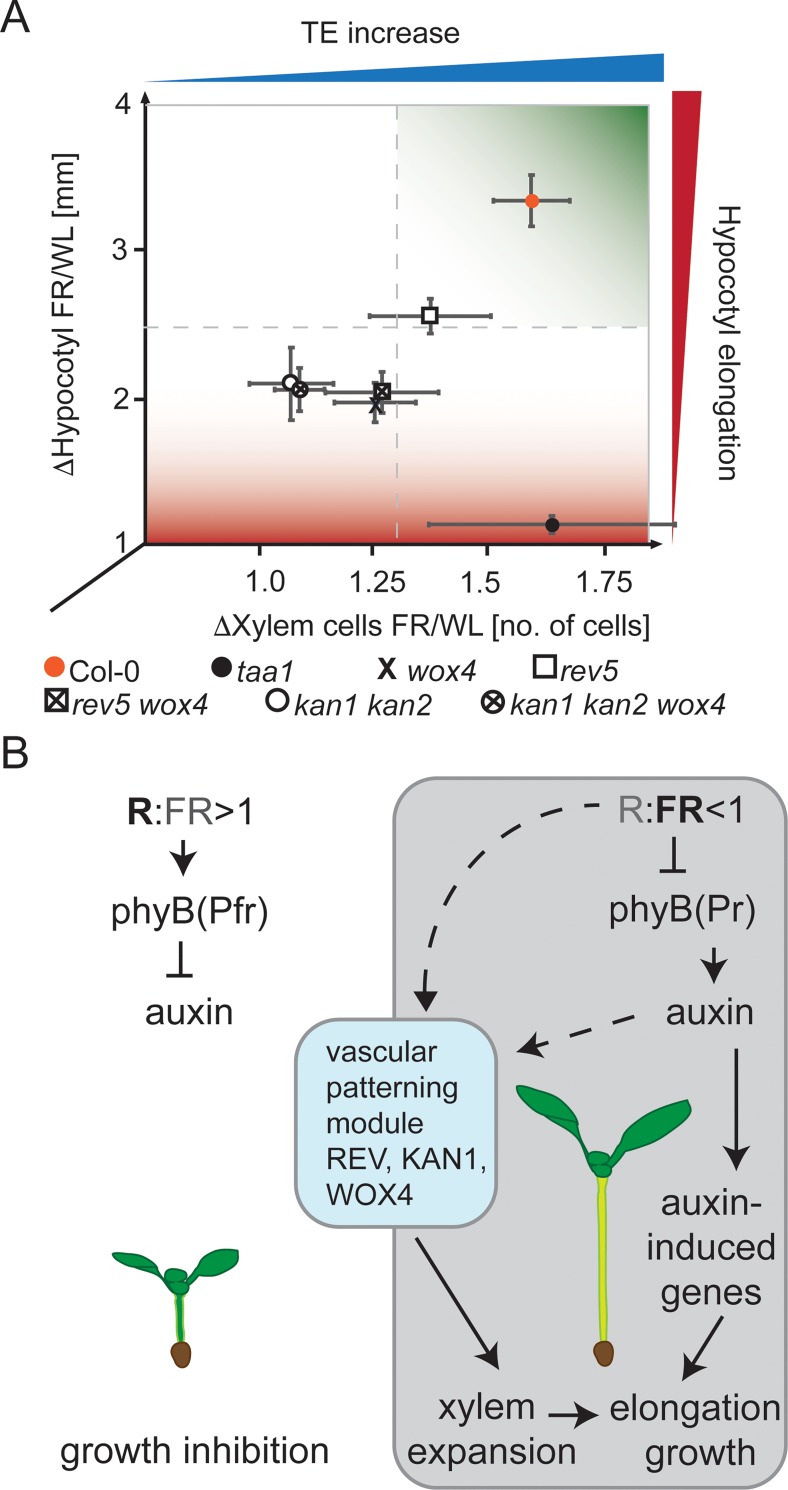
Differential growth analysis and model. **A**, Diagram plotting the relative extension of the hypocotyl (y-axis; length of the hypocotyl in WL+FR divided by the length in WL conditions) against the relative changes in TE cell number (x-axis; number of TE cells in WL+FR divided by the number of TE cells in WL conditions) including the added standard errors. **B**, Our model proposes that downstream of the perception of shade, a vascular patterning module operates to induce trans-differentiation of TE cells without new cell divisions. The increase in TE numbers is required to maintain constant vascular density in the hypocotyl during elongation. It is however possible that the auxin produced in response to phytochrome signaling impinges on the vascular patterning module and contributes to the increase in TE numbers.

The shade avoidance response is a major determinant of how dense crops can be grown in a field. It is an undesirable trait because shade-sensitive plants redistribute resources from contributing to yield to sustaining excessive elongation growth [41]. Thus, a deeper understanding of the underlying transcription factor networks, hormonal networks and physiological responses will help to design future crops with uncoupled or dampened shade responses. We propose that in response to shade, a vascular patterning module composed of REV, KAN1 and WOX4 and maybe redundant transcription factors of these gene families, initiates differentiation inside the vascular cylinder leading to an increase in the number of tracheary elements (Fig 6B). The failure to strongly increase tracheary elements in shade could be related to reduced (pro)cambial proliferation of *wox4* mutant plants. We further showed that the increase of differentiation into tracheary elements occurs without the need for additional cell division, and that FR itself could promote cell trans-differentiation independently of auxin surplus (S10 Fig). As the observed increase in xylem maintains a constant vascular density, this might help in facilitating elongation growth by keeping surrounding tissues constantly hydrated. Furthermore, additional metaxylem-type tracheary elements with denser secondary cell walls might also add structural support for the extended hypocotyl.

In summary, our findings show that patterning factors direct changes in the organization of the vascular cylinder in response to shade. The contribution of these changes to the hypocotyl elongation response remains opaque because of the uncoupling of shade-regulated genes in the patterning mutants studied here. It is possible that some of the shade-regulated genes contribute to the vascular changes that we have identified but it is equally possible that parallel pathways are affected that contribute to elongation growth. Additional tissue-specific analysis of how the signal is perceived and transmitted will be required to elucidate further factors and their interconnections to fully understand the shade-induced differentiation response that we have uncovered.

## Materials & methods

### Plant material, treatments, and hypocotyl measurements

Mutant and transgenic plants that were used in this study have been described earlier: *kan1 kan2* [40]; *rev-5* (A260V) [42]; *wox4* (*wox4-1*, GABI_KAT_462GO1) [28]; *taa1* [8]; *wus-1* [43]; *MIR165a-OX* [44]; *ZPR3-OX* [45].

For histological analysis and hypocotyl measurements, wild-type and mutant plants were grown on Murashige and Skoog (MS) medium supplemented with vitamins, in a growth chamber (CLF Plant Climatics. model: SE-41LAR2) with continuous white light (Philips (master) TL-D 18W/840 5A) for 7 days (10 days for histological analysis), at 22°C. For shade avoidance conditions, 2-day old plants grown in white light were transferred to a far-red enriched compartment for 5 days (8 days for histological analysis). The WL+FR compartment was equipped with additional FR-LEDs (GroLED_N 20150409-TZI). Additional light parameters: PAR: 13 μmol/m^2^/s (in both WL and WL+FR). R/FR in WL: 7.7; in WL+FR: 0.2.

For hypocotyl measurements, seedlings were photographed and hypocotyls measured using IMAGEJ. Two-way ANOVA was performed using the software R (version 3.6.1, R Core Team, 2017).

For ChIP experiments and gene expression analysis, Col-0, and both *35S*::*FLAG-GR-REVd* and *35S*::*FLAG-GR-KAN1* transgenic plants were grown in liquid MS medium supplemented with vitamins for 15 days in continuous light and induced with 25 μM dexamethasone (DEX) for 60 min (*35S*::*FLAG-GR-REVd*) or 120 min (*35S*::*FLAG-GR-KAN1*) prior to harvesting.

### Histological analysis of hypocotyls

10-day old Arabidopsis seedlings were vacuum-infiltrated for 15 minutes, fixed for four hours in Karnovsky’s Fixative, and embedded in resin, according to Spurr’s procedure (Spurr, 1969). Hypocotyls were sectioned (2 μm) on a SuperNova Reichert-Jung microtome, stained with Toluidine Blue-O 0.05%, pH 4.4, and visualized in bright field using a Nikon Eclipse 80i Fluorescence microscope. TE elements were counted and two-way ANOVA was performed using the software R (version 3.6.1, R Core Team, 2017).

### Whole-seedling tomography

10-day old Arabidopsis seedlings were fixed in 70% ethanol overnight and cleared using 10% NaOH solution at 60°C for 14 h. Cleared seedling were then staining with an 0.01% basic Fuchsin solution (857343, Sigma-Aldrich) in water for 1 h at 60°C, washed twice in water and mounted between glass and coverslip in 50% glycerol. Whole seedling tomography was then acquired using LSM510 meta confocal microscope (Zeiss, Sweden) equipped with an automated xyz stage, long working distance 20x objective and image stitching option. Whole seedling tomography resulted from stitching 50–60 xyz confocal stacks of 20–25 xy images (1024x1024 pixels) separated by 0.9 μm z averaged 3 times. Images were acquired using a 488 nm Ag laser excitation and collection emitted photon using a long pass 500 nm filter. Hypocotyl total and vascular volumes were measured by summing the respective areas in each optical section using IMAGEJ.

### Inducible cell suspension cultures

Arabidopsis thaliana Col-0 hormone-habituated cell suspension cultures were generated as previously described by Pesquet et al. [46]. Cell suspensions, submitted or not to xylogenic differentiation using a combination of auxin/cytokinin/brassinosteroids [38], were grown under 120 rpm orbital agitation at 25–27°C either in dark or 30 μE white light supplemented or not with far-red. After 7-days of culture, cell growth and tracheary element differentiation were measured as previously reported by Ménard et al., (2017). Similarly, tracheary element differentiation time-course and secondary cell wall organization was measured as previously reported by Derbyshire et al., (2015).

### Gene expression analysis

For gene expression analysis RNA was extracted using EURx GeneMATRIX Universal RNA Purification Kit. Purified RNA (1 μg) was used for reverse transcription using ThermoScientific Revert Aid Reverse Transcriptase with oligo-dT primers. Real-time quantitative PCRs (RT-qPCR) were carried out using the ThermoScientific SYBR Green qPCR master mix on a Biorad CFX384. Gene expression levels were calculated using the delta-Ct method and a standard curve relative to GAPDH. Oligonucleotide sequences are listed in S1 Table.

### RNAseq analysis

Respective seedlings were grown on MS plates for two days in white light conditions and then a fraction was transferred to a white light compartment with additional far-red light for eight days. RNA from two biological replicates were extracted for each genotype and treatment as described earlier and Illumina sequencing libraries were constructed (TruSeq) and sequenced on an Illumina HiSeq2000 platform (Novogene, Hongkong). Between 21 and 24 million read pairs per sample were obtained. Paired-end reads were loaded into Galaxy version 15.05.rc1 [47–49], and quality was assessed using FastQC (version 0.10.1). HISAT2 aligned above 85% of read pairs of each sample correctly to the Arabidopsis genome (TAIR10). To identify shade regulated transcriptome changes we used DESeq2 v1.18.1 in R v3.4.4, the interaction term for the light effect in mutant genotypes vs genotype Col-0 were calculated using the design "~ genotype + light + genotype:light" with Col-0 as reference. This tests if the light effect is different in mutant compared to Col-0. Raw data files are available through Gene Expression Omnibus (GSE137009).

### ChIP-qPCR analysis

ChIP experiments were carried out as described by Kwon et al. (2005) using Col-0, and transgenic 35S::FLAG-GR-REVd and 35S::FLAG-GR-KAN1 plants. Anti-FLAG M2 magnetic beads (Sigma) were used. After Cross-linking, DNA was purified with Qiagen MinElute PCR Purification kit. DNA was used for subsequent RT-qPCR.

## Supporting information

S1 Fig Shade leads to a reorganization of the vasculature in petioles. **A**, Organization of the vasculature in white light (left panel) and in shade (right panel). Upper panel: microscopic image of cross section of petioles, lower panel: cartoon of the boxed area in the cross section. Grey cells: ground tissue; blue cells: xylem; red cells: cambium; green cells: phloem. **B**, Analysis of the cambial marker *WOX4* (*pWOX4*::*GUS*) in white light and shade conditions.
(PDF) Click here for additional data file.

S2 Fig Histological analysis of the stem base of *rev* and *wox4* mutant plants. **A**, Schematic overview of the arrangement of vascular tissue in the Col-0 wild type plant. **B**, Col-0 wild type, **C**, *35S*::*WOX4*, **D**, *wox4*, **E**, *rev-5*, **F**, *wox4 rev-5* double mutant plants grown in log day conditions. Main stems of plants were sectioned after reaching a minimal height of around 10 cm. Highlighted in red is the cambial cell layer.
(PDF) Click here for additional data file.

S3 Fig Statistical analysis of shade-induced hypocotyl responses. **A**, Matrix depicting statistical significance scores using students T-test. Colors represent respective p-values: Red: p<0.001; orange: p<0.01; yellow: p<0.05; grey: not significant; white: not tested. **B**, Two-way ANOVA was carried out to test significance of genotypes, treatments and genotype:treatment interaction. Asterisks plotted by R. The interaction is significant and genotypes responded differently to treatments (ANOVA interaction term p-value <0.05).
(PDF) Click here for additional data file.

S4 Fig Shade avoidance responses of mutants lacking a shoot apical meristem. **A**, Picture of representative seedlings overexpressing the ZPR3 microProtein (*35S*::*ZPR3*) and showing a meristem arrest phenotype in comparison to Col-0 grown in white light and shade (left panel); and meristem-less *wus-1* mutants and the corresponding L*er* wild type grown in white light and shade (right panel). **B**, Quantification of the hypocotyl length. Plotted is the average +/- SD. **C**, Ratio of the hypocotyl length in shade divided by the length in white light shows the reduced shade response of *35S*::*ZPR3* seedlings compared to Col-0 and the normal response of *wus-1* compared to L*er*.
(PDF) Click here for additional data file.

S5 Fig Statistical analysis of shade-induced tracheary element (TE) numbers. **A**, Matrix depicting statistical significance scores using students T-test. Colors represent respective p-values: Red: p<0.001; orange: p<0.01; yellow: p<0.05; grey: not significant; white: not tested. **B**, Two-way ANOVA was carried out to test significance of genotypes, treatments and genotype:treatment interaction. Asterisks plotted by R. The interaction is significant and genotypes responded differently to treatments (ANOVA interaction term p-value <0.05).
(PDF) Click here for additional data file.

S6 Fig Histological analysis of shade-induced vascular patterning in wild type and *phyB-9* mutant plants. **A**, Representative images of hypocotyl cross sections of 10-day old seedlings grown in both white light (WL) and shade (WL+FR) conditions. Pink colored areas mark the TE cells in the center of the vascular cylinder. **B**, Quantification of tracheary elements of one biological replicate. Plotted are averages +/- standard deviation, n = 5–6.
(PDF) Click here for additional data file.

S7 Fig Histological analysis of brassinolide-induced vascular patterning. **A**, Representative images of hypocotyl cross sections of 10- day old seedlings grown in white light (WL) +/- brassinolide (BL). Pink colored areas mark the TE cells in the center of the vascular cylinder. Scale bars, 20 μm. **B**, Box plots show the observed experimental data of TE numbers in WL +/- BL for wild type, *taa1* and *wox4* mutant plants. Shown is one of three biological replicates n = 5–8. **C**, Box plots depicting the hypocotyl length; white boxes hypocotyls grown in WL-BL; red boxes, hypocotyls grown in WL+BL. **D**, 24-hour shade experiment. Plotted are hypocotyl lengths in WL and WL+FR conditions (shaded areas). *P<0.05; ***P<0.0005, determined by student’s t-test.
(PDF) Click here for additional data file.

S8 Fig Hypocotyl response to shade in selected crop plants. **A**, Picture of representative seedlings grown in WL and WL+FR conditions. **B**, Quantification of the hypocotyl length of seedlings grown in WL and WL+FR conditions. **C-E**, Representative images of hypocotyl cross sections of 10-day old **C**, tomato, **D**, carrot and **E**, dill seedlings grown in white light (WL) and shade (W+FR) conditions. Box plots show the observed experimental data of TE numbers. T-Tests *p≤ 0.05, ** p≤ 0.005, ***p≤0.001.
(PDF) Click here for additional data file.

S9 Fig Identification of differentially expressed genes in *rev5*, *wox4* and *wox4 rev5* mutant plants. **A**, top: Volcano plot showing differentially expressed genes in *rev5* compared to the Col-0 wild type. Bottom: gene ontology analysis using the agrigo tool showing that genes related to secondary metabolism and stress responses are over-represented. **B**, Volcano plot of *wox4* mutants compared to wild type; no GO enrichment was observed. **C,** Venn diagram showing the overlap of the transcriptome analysis (log2FC > +1/-1; BH-adj p-value <0.001).
(PDF) Click here for additional data file.

S10 Fig Trans-differentiation of TEs *in vitro*. **A**, images of habituated cell culture cells in the non-differentiated state and TE differentiated cells after hormonal induction. Scale bars = 12μm. **B**, analysis of TE differentiation efficiency in different light qualities. **C**, determination of the cell density in induced conditions for different light regimes. **D**, Analysis of spontaneous TE differentiation in different light conditions. **E**, determination of the cell density of cells grown in different light regimes in the absence of inducing hormones. d = dark, w = white light, fr = white light supplemented with far-red light (n = 4 replicates of 1–2 experiments).
(PDF) Click here for additional data file.

S11 Fig Differential growth analysis of plants grown on medium +/- brassinolide. Diagram plotting the relative extension of the hypocotyl (y-axis; length of the hypocotyl in WL+BL divided by the length in WL-BL conditions) against the relative changes in TE cell number (x-axis; number of TE cells in WL+BL divided by the number of TE cells in WL-BL conditions) including the added standard errors.
(PDF) Click here for additional data file.

S1 Data Differentially expressed genes in shade identified using DESEq2 (WL versus WL+FR in *rev5* and *wox4* mutant plants using the design "~ genotype + light + genotype:light" with Col-0 as reference). 

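S1 Data has a sheet for each mutant with the mean of the normalized counts of a gene, the log2 fold change of the interaction of genotype and light with its standard error, the Wald statistic and the unadjusted and adjusted p. A positive log2 fold change there stands for a gene that was higher in WL relative to WL+FR in the mutant than in Col-0, which is a lower response to shade, and the sign is therefore opposite to the differences of shade responses calculated from FPKM. Of the 965 genes at an unadjusted p under 0.01 in *rev-5*, 629 have a positive sign and 336 a negative one, and in *wox4* 282 and 119. For *CYP82C2*, the paper's log2 fold changes are 1.45 (standard error 0.26) in *rev-5* and 1.58 (standard error 0.27) in *wox4*, and the values from FPKM with the sign turned are 1.35 and 1.15.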

(XLSX) Click here for additional data file.

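The sheets of S2 Data divide the genes of S1 Data into those deregulated only in *rev-5*, only in *wox4* and in both, and give for each transcript the names, a short description, the position on TAIR10 and the sequence. All of the 756 genes read from the sheet for *rev-5* and all of the 199 read from the sheet for *wox4* have an unadjusted p under 0.01 in S1 Data for that mutant and not for the other.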

S2 Data Individual and overlapping datasets of differentially expressed genes in shade. (XLSX) Click here for additional data file.

S1 Table Oligonucleotide sequences. (XLSX) Click here for additional data file.

S1 Movie Sample movie of Col-0 (brightfield transmission) using xyz confocal optical sectioning and 3D-reconstruction with 180-degree rotation. Scale bar 500 μM.
(AVI) Click here for additional data file.

# Supplementary material for: Light affects tissue patterning of the hypocotyl in the shade-avoidance response
**Source:** PLoS Genet. 2020 Mar 23;16(3):e1008678. doi: 10.1371/journal.pgen.1008678
**Supplement:** S1 Fig — A, Organization of the vasculature in white light (left panel) and in shade (right panel). Upper panel: microscopic image of cross section of petioles, lower panel: cartoon of the boxed area in the cross section. Grey cells: ground tissue; blue cells: xylem; red cells: cambium; green cells: phloem. B, Analysis of the cambial marker WOX4 (pWOX4::GUS) in white light and shade conditions.

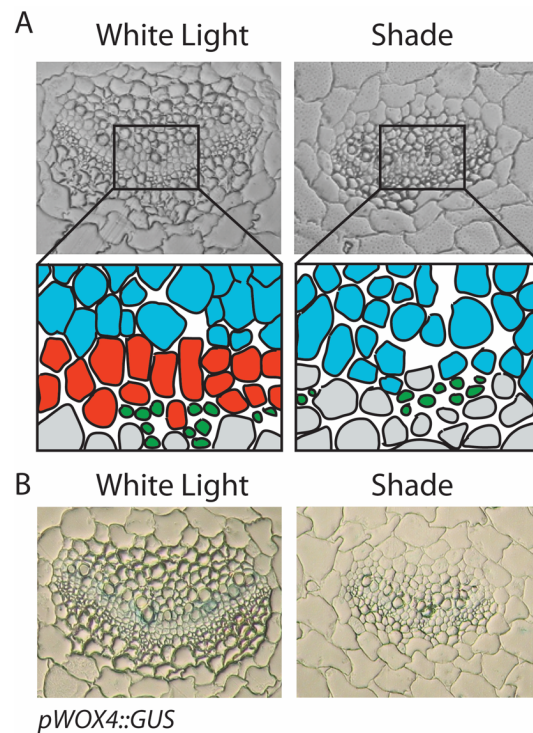

**Figure S1. Shade leads to a reorganization of the vasculature in petioles. A,** Organization of the vasculature in white light (left panel) and in shade (right panel). Upper panel: microscopic image of cross section of petioles, lower panel: cartoon of the boxed area in the cross section. Grey cells: ground tissue; blue cells: xylem; red cells: cambium; green cells: phloem. **B,** Analysis of the cambial marker WOX4 (*pWOX4::GUS*) in white light and shade conditions.

# Supplementary material for: Light affects tissue patterning of the hypocotyl in the shade-avoidance response
**Source:** PLoS Genet. 2020 Mar 23;16(3):e1008678. doi: 10.1371/journal.pgen.1008678
**Supplement:** S2 Fig — A, Schematic overview of the arrangement of vascular tissue in the Col-0 wild type plant. B, Col-0 wild type, C, 35S::WOX4, D, wox4, E, rev-5, F, wox4 rev-5 double mutant plants grown in log day conditions. Main stems of plants were sectioned after reaching a minimal height of around 10 cm. Highlighted in red is the cambial cell layer.

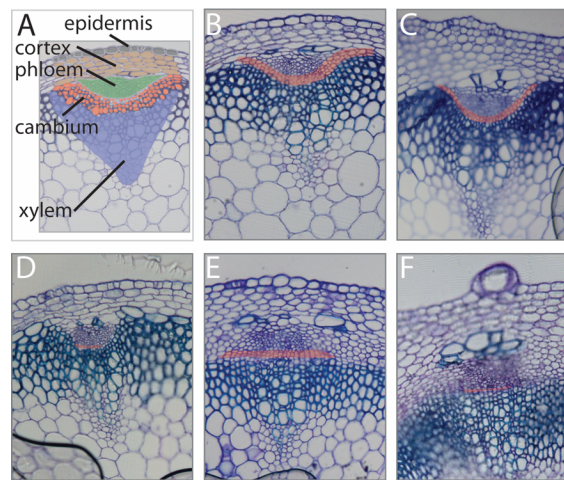

**Figure S2. Histological analysis of the stem base of *rev5* and *wox4* mutant plants.** **A**, Schematic overview of the arrangement of vascular tissue in the Col-0 wild type plant. **B**, Col-0 wild type, **C**, 35S::WOX4, **D**, *wox4*, **E**, *rev-5*, **F**, *wox4 rev-5* double mutant plants grown in log day conditions. Main stems of plants were sectioned after reaching a minimal height of around 10 cm. Highlighted in red is the cambial cell layer.

# Supplementary material for: Light affects tissue patterning of the hypocotyl in the shade-avoidance response
**Source:** PLoS Genet. 2020 Mar 23;16(3):e1008678. doi: 10.1371/journal.pgen.1008678
**Supplement:** S4 Fig — A, Picture of representative seedlings overexpressing the ZPR3 microProtein (35S::ZPR3) and showing a meristem arrest phenotype in comparison to Col-0 grown in white light and shade (left panel); and meristem-less wus-1 mutants and the corresponding Ler wild type grown in white light and shade (right panel). B, Quantification of the hypocotyl length. Plotted is the average +/- SD. C, Ratio of the hypocotyl length in shade divided by the length in white light shows the reduced shade response of 35S::ZPR3 seedlings compared to Col-0 and the normal response of wus-1 compared to Ler.

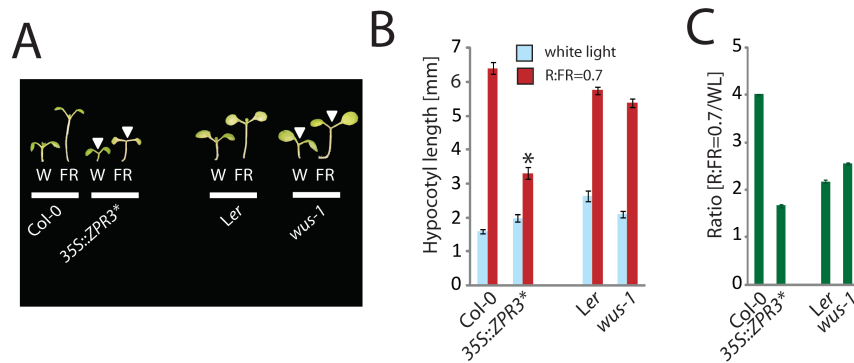

**Figure S4. Shade avoidance responses of mutants lacking a shoot apical meristem.** **A**, Picture of representative seedlings overexpressing the ZPR3 microProtein (35S::ZPR3) and showing a meristem arrest phenotype in comparison to Col-0 grown in white light and shade (left panel); and meristem-less *wus-1* mutants and the corresponding Ler wild type grown in white light and shade (right panel). **B**, Quantification of the hypocotyl length. Plotted is the average  $\pm$  SD. **C**, Ratio of the hypocotyl length in shade divided by the length in white light shows the reduced shade response of 35S::ZPR3 seedlings compared to Col-0 and the normal response of *wus-1* compared to Ler.

# Supplementary material for: Light affects tissue patterning of the hypocotyl in the shade-avoidance response
**Source:** PLoS Genet. 2020 Mar 23;16(3):e1008678. doi: 10.1371/journal.pgen.1008678
**Supplement:** S5 Fig — A, Matrix depicting statistical significance scores using students T-test. Colors represent respective p-values: Red: p<0.001; orange: p<0.01; yellow: p<0.05; grey: not significant; white: not tested. B, Two-way ANOVA was carried out to test significance of genotypes, treatments and genotype:treatment interaction. Asterisks plotted by R. The interaction is significant and genotypes responded differently to treatments (ANOVA interaction term p-value <0.05).

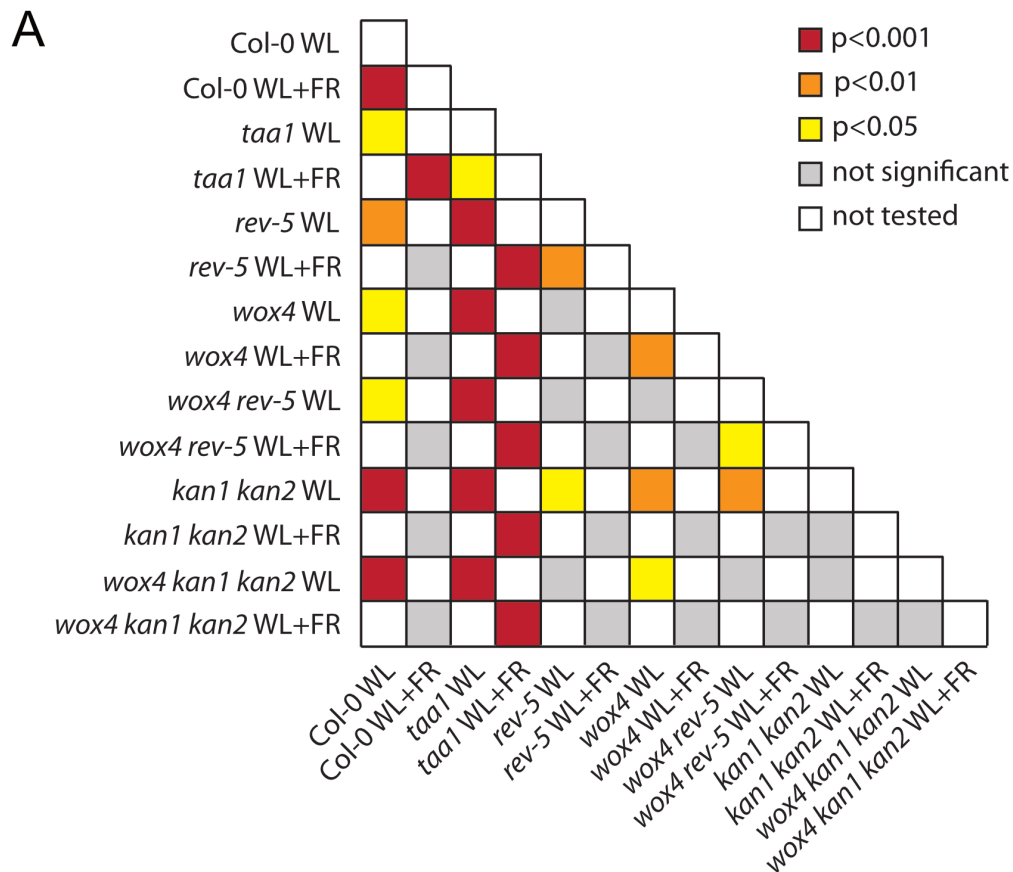

**B**

|            | Df  | Sum sq | Mean Sq | F value | Pr(>F)   |     |
|------------|-----|--------|---------|---------|----------|-----|
| geno       | 6   | 128.61 | 21.43   | 16.102  | 7.67e-14 | *** |
| treat      | 1   | 74.47  | 74.47   | 55.945  | 9.30e-12 | *** |
| geno:treat | 6   | 21.21  | 3.53    | 2.656   | 0.0183   | *   |
| residuals  | 132 | 175.71 | 1.33    |         |          |     |

**Figure S5. Statistical analysis of shade-induced tracheary element (TE) numbers.** **A**, Matrix depicting statistical significance scores using students T-test. Colors represent respective p-values: Red:  $p < 0.001$ ; orange:  $p < 0.01$ ; yellow:  $p < 0.05$ ; grey: not significant; white: not tested. **B**, Two-way ANOVA was carried out to test significance of genotypes, treatments and genotype:treatment interaction. Asterisks plotted by R. The interaction is significant and genotypes responded differently to treatments (ANOVA interaction term p-value  $< 0.05$ ).

# Supplementary material for: Light affects tissue patterning of the hypocotyl in the shade-avoidance response
**Source:** PLoS Genet. 2020 Mar 23;16(3):e1008678. doi: 10.1371/journal.pgen.1008678
**Supplement:** S6 Fig — A, Representative images of hypocotyl cross sections of 10-day old seedlings grown in both white light (WL) and shade (WL+FR) conditions. Pink colored areas mark the TE cells in the center of the vascular cylinder. B, Quantification of tracheary elements of one biological replicate. Plotted are averages +/- standard deviation, n = 5–6.

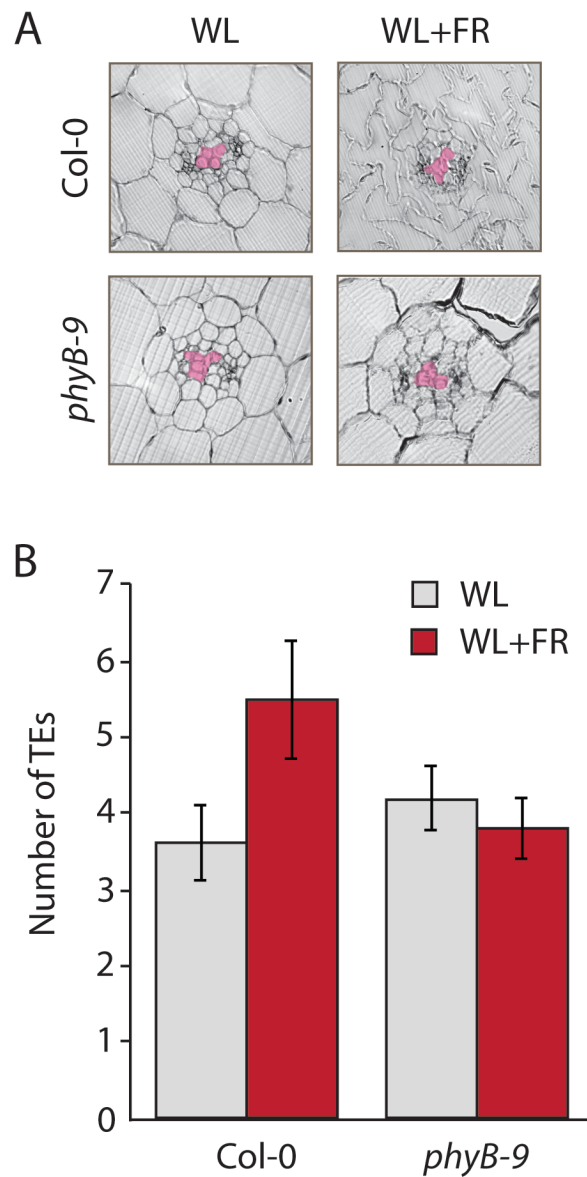

**Supplementary Figure S6. Histological analysis of shade-induced vascular patterning in wild type and *phyB-9* mutant plants.** **A**, Representative images of hypocotyl cross sections of 10-day old seedlings grown in both white light (WL) and shade (WL+FR) conditions. Pink colored areas mark the TE cells in the center of the vascular cylinder. **B**, Quantification of tracheary elements of one biological replicate. Plotted are averages +/- standard deviation, n=5-6.

# Supplementary material for: Light affects tissue patterning of the hypocotyl in the shade-avoidance response
**Source:** PLoS Genet. 2020 Mar 23;16(3):e1008678. doi: 10.1371/journal.pgen.1008678
**Supplement:** S8 Fig — A, Picture of representative seedlings grown in WL and WL+FR conditions. B, Quantification of the hypocotyl length of seedlings grown in WL and WL+FR conditions. C-E, Representative images of hypocotyl cross sections of 10-day old C, tomato, D, carrot and E, dill seedlings grown in white light (WL) and shade (W+FR) conditions. Box plots show the observed experimental data of TE numbers. T-Tests *p≤ 0.05, ** p≤ 0.005, ***p≤0.001.

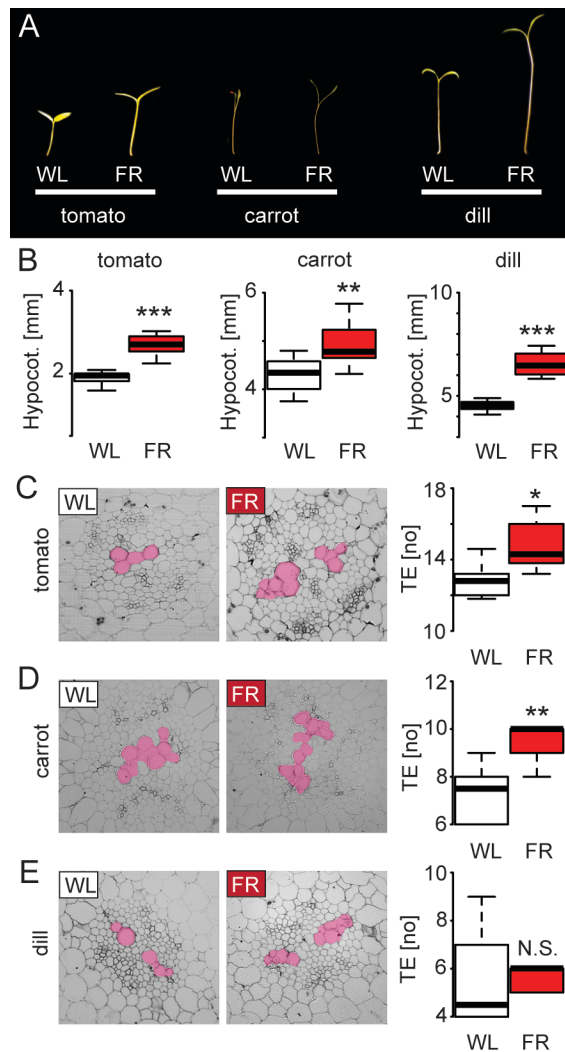

**Supplementary Figure S8. Hypocotyl response to shade in selected crop plants.**

(A) Picture of representative seedlings grown in WL and WL+FR conditions.  
 (B) Quantification of the hypocotyl length of seedlings grown in WL and WL+FR conditions.  
 (C-E) Representative images of hypocotyl cross sections of 10-day old C, tomato, (D) carrot and (E) dill seedlings grown in white light (WL) and shade (W+FR) conditions. Box plots show the observed experimental data of TE numbers. T-Tests \* $p \leq 0.05$ , \*\*  $p \leq 0.005$ , \*\*\* $p \leq 0.001$ .

# Supplementary material for: Light affects tissue patterning of the hypocotyl in the shade-avoidance response
**Source:** PLoS Genet. 2020 Mar 23;16(3):e1008678. doi: 10.1371/journal.pgen.1008678
**Supplement:** S10 Fig — A, images of habituated cell culture cells in the non-differentiated state and TE differentiated cells after hormonal induction. Scale bars = 12μm. B, analysis of TE differentiation efficiency in different light qualities. C, determination of the cell density in induced conditions for different light regimes. D, Analysis of spontaneous TE differentiation in different light conditions. E, determination of the cell density of cells grown in different light regimes in the absence of inducing hormones. d = dark, w = white light, fr = white light supplemented with far-red light (n = 4 replicates of 1–2 experiments).

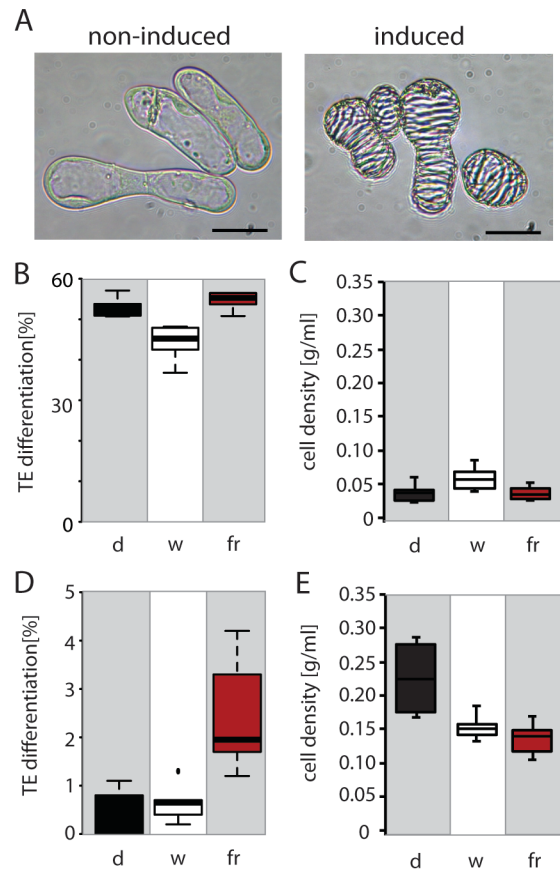

**Supplementary Figure S10. Trans-differentiation of TEs *in vitro*.**

**(A)** Images of habituated cell culture cells in the non-differentiated state and TE differentiated cells after hormonal induction. Scale bars = 12µm.

**(B)** Analysis of TE differentiation efficiency in different light qualities.

**(C)** Determination of the cell density in induced conditions for different light regimes.

**(D)** Analysis of spontaneous TE differentiation in different light conditions.

**(E)** Determination of the cell density of cells grown in different light regimes in the absence of inducing hormones. d = dark, w = white light, fr = white light supplemented with far-red light. (n=4 replicates of 1-2 experiments).

# Supplementary material for: Light affects tissue patterning of the hypocotyl in the shade-avoidance response
**Source:** PLoS Genet. 2020 Mar 23;16(3):e1008678. doi: 10.1371/journal.pgen.1008678
**Supplement:** S11 Fig — Diagram plotting the relative extension of the hypocotyl (y-axis; length of the hypocotyl in WL+BL divided by the length in WL-BL conditions) against the relative changes in TE cell number (x-axis; number of TE cells in WL+BL divided by the number of TE cells in WL-BL conditions) including the added standard errors.

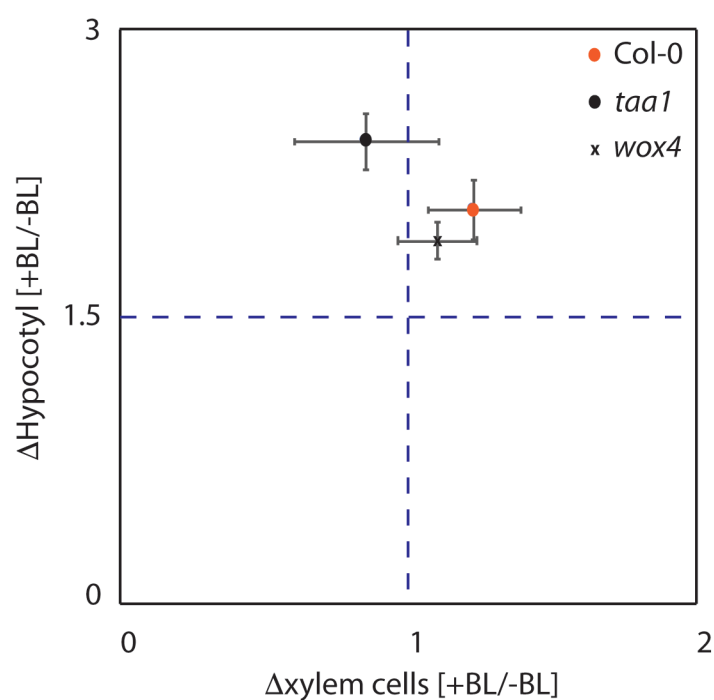

**Supplementary Figure S11. Differential growth analysis of plants grown on medium +/- brassinolide.** Diagram plotting the relative extension of the hypocotyl (y-axis; length of the hypocotyl in WL+BL divided by the length in WL-BL conditions) against the relative changes in TE cell number (x-axis; number of TE cells in WL+BL divided by the number of TE cells in WL-BL conditions) including the added standard errors.

How the deposited data were processed for this re-analysis (not part of the article)

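RNA from seedlings of Col-0, *rev-5* and *wox4*, kept in WL or moved to WL+FR, was sequenced by the authors in 12 libraries, 2 for each of the 6 combinations of genotype and light. Genotype, light and replicate number of each library were taken from the labels, and the durations of the light treatment from the methods of the paper. The replicate numbers run from 1 to 12 and are not shared between groups, so libraries were not paired.

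The authors aligned paired reads with HISAT2 to TAIR10 and deposited FPKM values per gene with a lower and an upper bound, in the layout of a Cufflinks gene table. The program behind these FPKM values is not named in the paper's text, and the paper's own tests used DESeq2 on read counts, which were not used here. Each table lists 32824 genes, of which 32539 are in the TAIR10.1 annotation and 32522 have the same start and end there. Gene names came from the tables and from that annotation. Positions are those of the tables.

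FPKM values were divided by their sum in each library to give TPM, and log2(TPM + 1) was fitted in limma 3.58.1 (R 4.3.3) with lmFit, 1 mean for each of the 6 groups, and eBayes with a trend in the spread. Genes with a mean of at least 0.5 TPM over the 12 libraries were tested, 20020 in all. Adjusted p values are Benjamini-Hochberg adjusted over these genes. Mutants were compared with Col-0 in WL at an absolute log2 fold change over 1 and an adjusted p under 0.001, after S9 Fig. The response to WL+FR within each genotype, and its difference between a mutant and Col-0, were called at an absolute log2 fold change over 1 and an adjusted p under 0.01, after Fig 5A. The light of the mutant comparison is not given in the paper's text, and WL was chosen. Gene sets were tested on the difference of shade responses with camera at an inter-gene correlation of 0.01 and a threshold of p under 0.05. Set members were fixed by gene identifier (glucosinolates) or by gene symbols or words in the annotation (cell wall, photosynthesis) before the values were seen. Matches by symbol or word were taken without a check of function. The photosynthesis list thus also took in *PSAT*, *PSAT1* and *PSAT2*, whose role in photosynthesis was not checked. Principal components were calculated for the 500 most variable tested genes. Python 3.11.15 with pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 was used for reading the tables, for Fisher's exact test and for the plots.

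Genes named in the text are the genes the paper names, the 2 genes with the largest change past the thresholds and non-overlapping replicates in each comparison with Col-0 and in each difference of shade responses, and each gene higher in both mutants. Other names are given where a count of 5 or fewer, or the annotation, called for them, and were chosen after their values were seen.

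The same steps were tested on simulated data, drawn from the mean FPKM of 18789 genes of these libraries with counting noise and a spread of 0.12 (SD, log2) between libraries. All 200 genes that were changed by a log2 fold change of 2 up or down, taken from those with a mean of at least 5 FPKM, were recovered, in the difference of shade responses of *rev-5* with 3 false calls among 18491 unchanged genes, and in the comparison of *wox4* with Col-0 in WL with 0 false calls among 18541. In limma's camera, a simulated set of 50 genes lowered by 0.3 in log2 passed the threshold and an unshifted set of 50 genes did not. The 18789 genes were those above 0 in all 12 libraries, and no failed estimates were simulated. The simulation therefore does not test the calls that rest on values listed at 0.

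The depth behind each value was estimated from the bounds, which correspond to 12.38 M to 13.8 M fragments per library (M, 1e6) if they hold counting error only. Values listed at 0 can be failed estimates. They were kept in the tests, and genes listed at 0 are given with each library's value.

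The alternatives tried were a pseudocount of 0.1, no filter on low values, FPKM in place of TPM, quantile normalization between libraries, limma without trend, voom on fragments approximated from FPKM, other thresholds, fits of fewer groups, the mean of both lights, all tested genes in the principal component analysis, a correlation between genes estimated from the data, roast with 9999 rotations, and leaving out each replicate in turn. A test of only the genes above 0 in all 12 libraries was added after seeing the data. No gene ontology enrichment was calculated, because no ontology annotation was used here. A double mutant that a supplementary legend names was not analysed here.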

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

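All tests on *WOX4* were chosen only after the result was seen, the remaining tests in this part were set before their results were seen, and the reading of 1 of them, on genes with read counts but no FPKM, was changed after its value was seen, as said there.

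*WOX4* was on average 50.4 times as high in FPKM in the 4 libraries labelled *wox4* (mean 75.4 FPKM) as in the 8 other libraries (mean 1.5 FPKM), a level of the mutated gene that the paper does not report on. The lowest library labelled *wox4* was 29.2 times the highest of the others. Reads shared with other *WOX* genes would raise those genes as well, but among the 6 others past the filter the largest log2 increase was 0.13, and *WOX1* and *WOX2* were lower by 0.28 and 0.21. Depth differed by a factor of 0.99. All 4 of 4 libraries labelled *wox4* were above every other library, which is the observation itself and no separate test of single libraries swapped between genotypes. Transcription over the neighbouring genes would raise them too, and the 2 nearest genes past the filter differed by at most 0.16 in log2. What remains is another *WOX4* line than the mutant named in the paper, or transcription from inserted DNA if that mutant carries it. Since the tables hold 1 value per gene, the ratio of 50.4 cannot tell these apart, nor can it be told apart from an exchange of all 4 libraries with those of another genotype. The paper gives an allele and a line name for *wox4*, counts it among loss-of-function mutants and also uses plants that express *WOX4* from a strong promoter in another experiment. Whether these libraries came from plants without WOX4 function was not tested.

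The shade response of 22 genes in *rev-5* and of 13 genes in the libraries labelled *wox4* differed from that of Col-0 by the interaction test. The largest differences on the log2(TPM + 1) scale were -4.70 for AT3G03295 and 4.46 for *PAP17* in *rev-5*, and -3.86 for AT5G65620 and 3.82 for *NIC2* in *wox4*. Each of these 4 genes was listed at 0 in whole groups. AT3G03295 had 21.34 and 10.11 FPKM in *rev-5* in WL and was listed at 0 elsewhere. *PAP17* was listed at 0 in WL+FR in Col-0 and *wox4* and had at least 12.23 FPKM elsewhere. AT5G65620 was listed at 0 only in Col-0 in WL. *NIC2* was listed at 0 except in WL+FR in the mutants. Of the genes called at the thresholds, those listed at 0 in some library were 19 of 22 and 13 of 13 for the shade response in *rev-5* and *wox4* against Col-0 and 11 of 12 for *wox4* in WL, but 18 of 43 for *rev-5* in WL and 26 of 341, 23 of 207 and 26 of 313 for WL+FR against WL in Col-0, *rev-5* and *wox4*. Several explanations were tested for the calls listed at 0. Overlapping genes in the authors' quantification may contribute, since 68.5% of the 866 protein-coding genes listed at 0 in some library overlap another gene, against 26.2% of those above 0 in all 12. Failed estimates that the authors' read counts do not share may contribute as well. Of the 32 interaction calls listed at 0, 2 were among the genes with the smallest p that the authors' count-based table shows, against 2 of the 3 calls above 0. Genes with reads in the authors' counts but no FPKM estimate exist, because 50 of the 2801 genes with a mean count of at least 100 in that table were listed at 0 in all 12 libraries, with a mean count of up to 8439. This is 1.79% of them, which the reading first set, a share over 2%, would count against this explanation. The reading was changed to undecided after the value was seen, because genes at 0 in all 12 libraries cannot be called at all. Values at 0 that fall on libraries without regard to genotype were tested with 100 shuffles of the genotype labels within each light. In *rev-5*, 0 shuffles gave as many calls listed at 0 in WL as the 18 seen, and 1 gave as many as the 19 interaction calls. In *wox4*, 6 gave as many as the 11 calls in WL and 10 as many as the 13 interaction calls. The shuffles mix the labels of all 3 genotypes, so a draw can set *rev-5* libraries under the *wox4* label and hold real differences. The 6 and 10 draws are therefore not chance placement alone, and for *wox4* the test does not settle whether the zeros fell by chance. In *rev-5* there were more calls listed at 0 than under nearly all shuffles. The shuffles also separate replicates, so zeros shared by both libraries of a group would give the same outcome. The test therefore does not show that the zeros followed the genotype. As several technical explanations were not ruled out, no biological one is proposed for these genes.

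Gene sets also differed between genotypes in their shade response. The glucosinolate genes had median log2 differences from Col-0 of -0.28 in *rev-5* (below 0 in 30 of 35 genes) and -0.12 in *wox4* (26 of 35). For photosynthesis genes the medians were -0.03 in *rev-5* (41 of 68) and -0.06 in *wox4* (48 of 68), and for cell wall genes -0.02 in *wox4* (147 of 277). By the reading set beforehand, a few genes taking most of the FPKM would cost most of these results their p under 0.05 on quantile normalization, and 4 of the 5 kept it. The exception was photosynthesis in *rev-5* (adjusted p = 0.107 in limma's camera). Quantile normalization also shrank the photosynthesis medians, to -0.01 in *rev-5* and -0.02 in *wox4*, so for that set this explanation is not ruled out. The glucosinolate medians, which are not set against other genes, became -0.29 in *rev-5* and -0.15 in *wox4*. The median of all genes went from 0.02 to 0 in *rev-5* and from 0.04 to 0.01 in *wox4*. These medians argue against this explanation for the glucosinolate genes. The kept p adds nothing here, since limma's camera compares a set with all other genes and so removes a common shift before the test. By the reading set beforehand, genes of a set varying together would have the same effect once their correlation is estimated from the data, and again 4 of the 5 kept p under 0.05, the exception being cell wall genes in *wox4* (adjusted p = 0.0684 in limma's camera). The estimated correlations were only 0.01 (cell wall, as in the first test), 0.021 (glucosinolate) and 0.026 (photosynthesis), so the exception does not come from a higher correlation. In limma's roast, which also allows for correlated genes, 3 of the 5 kept p under 0.05, without photosynthesis in *rev-5* (adjusted p = 0.135) and cell wall genes in *wox4* (adjusted p = 0.594). Both glucosinolate results passed under each alternative that gave a p. As these tests leave technical explanations open for some sets, and both mutants share their Col-0 libraries, no biological explanation is proposed for the sets. The sets were also chosen from what the paper reports of these same libraries. In *rev-5* the glucosinolate genes were already lower than in Col-0 in WL, with a median of -0.27 (25 of 35 lower). In WL+FR the median was -0.40 (30 of 35 lower), so part of the lower level was there without shade. In *wox4* the medians were -0.03 in WL (20 of 35 lower) and -0.27 in WL+FR (30 of 35 lower). Photosynthesis genes were instead higher than in Col-0 in WL, with medians of 0.09 in *rev-5* (46 of 68 higher) and 0.08 in *wox4* (50 of 68 higher). In WL+FR their medians were 0.04 and 0, so the lower response of that set went with a raised level in WL. For cell wall genes in *wox4* the medians were -0.03 in WL and -0.01 in WL+FR. The results for *wox4* share their Col-0 libraries with *rev-5*, and they hold for libraries with high *WOX4*.

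The sharing of Col-0 libraries bears on each overlap between the mutants. Across 13744 genes with a mean of at least 5 TPM and above 0 in all 12 libraries, the shade responses of *rev-5* and of *wox4*, each minus that of Col-0, had a Pearson r of 0.53. With single Col-0 replicates used for both mutants, r was 0.66 on average, and with a separate Col-0 replicate for each mutant in each light it was 0.10. Genes are not independent replicates, so no p is given. The 500 genes with the largest differences shared 194 genes on average with the same Col-0 replicates and 80.2 with separate ones, where 18.2 are shared by chance. That the shade responses of *rev-5* and of *wox4* differ from Col-0 in the same genes may in large part follow from setting both responses against the same Col-0 libraries. The 80.2 shared genes were above 18.2, but that value treats all genes as equally likely to be among the 500. Genes with a large spread between libraries can enter both lists without a common response. Whether a smaller common part remains was therefore not settled.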

How the results depend on the processing

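All alternatives in this part were chosen before the data were examined, except the test of only the genes above 0 in all 12 libraries, which was chosen after the result was seen. No paired analysis was possible because the replicate numbers run from 1 to 12 and no number is shared between groups. For each result that changes below, the cause was not tested, except that the comparison with the genes above 0 shows how many calls rest on values of 0.

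The counts depended most on the thresholds. With an unadjusted p under 0.01 and no fold change required, 1743 genes differed between *rev-5* and Col-0 in WL (43 at the thresholds of the paper), 607 in *wox4* (12), and 202 were higher in both (3). The shade response differed from Col-0 in 587 genes in *rev-5* (22), 362 in *wox4* (13) and 125 in both (8). WL+FR changed 3671 genes in Col-0 (341), 3147 in *rev-5* (207) and 3815 in *wox4* (313). Without the fold change but with the adjusted p, the count was 104 for *rev-5* in WL, 40 for its shade response against Col-0, and 1939, 1321 and 1897 for WL+FR in Col-0, *rev-5* and *wox4*.

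Fits of fewer libraries moved the counts in both directions. When only the WL groups entered the fit, 14 genes differed in *rev-5*, 9 in *wox4* and 4 were higher in both. With only the 4 libraries of a genotype, 113 genes responded to WL+FR in Col-0, 51 in *rev-5* and 116 in *wox4*. With only the 8 libraries of a mutant and Col-0, the genes with a different shade response numbered 26 in *rev-5*, 19 in *wox4* and 5 in both. With voom on approximated fragments, the counts were 2 for *wox4* in WL, 0 for genes higher in both (451 at an unadjusted p under 0.05), 3 for the shade response in *rev-5*, 0 in *wox4* (1348 at an unadjusted p under 0.05) and 0 in both (497). A pseudocount of 0.1 and the mean of both light conditions each gave 5 genes higher in both mutants.

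With only the genes above 0 in all 12 libraries, 1 gene differed in *wox4* in WL, 0 were higher in both mutants (527 at an unadjusted p under 0.05), and the shade response differed in 4 genes in *rev-5*, 0 in *wox4* (1338 at an unadjusted p under 0.05) and 0 in both (474). The first 2 principal components then held 64.7% and 13.9% of the variance (18.0% and 11.6% otherwise). The first component held 26.5% over all genes past the filter, 15.7% with a pseudocount of 0.1 and 20.1% with FPKM in place of TPM.

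Quantile normalization moved the median of all genes in the shade responses downward in each genotype, from 0.08, 0.11 and 0.13 in Col-0, *rev-5* and *wox4* to -0.02, -0.01 and -0.02. It gave 279, 172 and 231 responding genes, with 68.1%, 57.6% and 65.8% of them higher in WL+FR in place of 81.2%, 74.4% and 79.6%. Under it, log2 changes that were near 0 changed sign for *REV* in Col-0 (-0.06), *PIF3* in Col-0 (-0.06) and *QQS* in *rev-5* (-0.09).

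Of the gene sets, photosynthesis in *rev-5* no longer passed with limma's roast (median -0.03, adjusted p = 0.135) or, in limma's camera, after quantile normalization (-0.01, adjusted p = 0.107). Cell wall genes in *wox4* no longer passed in limma's camera with the estimated correlation (-0.02, adjusted p = 0.0684) or in limma's roast (-0.02, adjusted p = 0.594). Without the filter on low values, in limma's camera, the medians of the cell wall genes turned from below 0 to 0.00 in *rev-5* (adjusted p = 0.192) and in *wox4* (adjusted p = 0.0732). Both glucosinolate results, and photosynthesis in *wox4*, kept their direction and p under 0.05 under each of the alternatives that gave a p.

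For each count, leaving out a replicate asks how many of the called genes keep an absolute log2 fold change over 1 in the same direction, without a test. These were from 41 to 42 genes for *rev-5* in WL and from 12 to 12 for *wox4* across the 4 fits that each left out one replicate, 3 to 3 for genes higher in both across 6 fits, 21 to 22 and 13 to 13 for the shade response in *rev-5* and *wox4* across 8 fits each, and 8 to 8 for both across 12 fits. For WL+FR they were 306 to 318 in Col-0, 184 to 193 in *rev-5* and 279 to 290 in *wox4* across 4 fits each. The first component held from 17.4% to 19.9% and the second from 11.9% to 12.8% across 12 fits. The set medians ranged across 8 fits each from -0.29 to -0.24 (glucosinolate), -0.05 to -0.01 (photosynthesis) and -0.03 to 0.01 (cell wall) in *rev-5*, and from -0.25 to -0.12, -0.09 to -0.03 and -0.04 to 0.01 in *wox4*.

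For the genes chosen by the rule written beforehand, 51 results were recomputed, and the genes named only after their values were seen were not. Under the other settings 183 values kept their direction and side of the threshold, 16 became weaker, 2 stronger and the 3 above changed sign. With a replicate left out, 217 values moved by less than the spread between replicates and 27 by more. Some ranges then held both signs. From WL to WL+FR these were *QQS* in *rev-5* (-0.22 to 0.30) and *wox4* (-0.93 to 0.01) and *CYP82C2* in *wox4* (-0.11 to 0.03). In Col-0 they were *REV* (-0.05 to 0.13), *PIF3* (-0.02 to 0.11) and *TAA1* (-0.23 to 0.01). Against Col-0 in WL it was *WOX4* in *rev-5* (-0.46 to 0.01).

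The number of fragments behind a gene is not settled by the bounds. They give at most 37 fragments per library for *QQS* and 38 to 129 for *CYP82C2*, below the mean counts of 98.1 and 224.9 in the paper's S1 Data, so no detection limit is given for these genes.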

Differences from the paper's values

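The test of only the genes above 0 in all 12 libraries was chosen only after the result was seen, and the other alternatives were set before the data were examined.

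In *rev-5*, 43 genes differed from Col-0 in WL against the paper's 140. Without the fold change threshold the count was 104, within a factor of 1.5 of the paper's value, and none of the other alternatives set before the data were examined closed the gap. In *wox4*, 12 genes differed against the paper's 22, and 3 genes were higher in both mutants against the paper's 11, with no alternative closing either gap. For the shade response, 22 genes differed from Col-0 in *rev-5* against the paper's 965, 13 in *wox4* against the paper's 401 and 8 in both against the paper's 195. With an unadjusted p under 0.01 and no fold change required, *wox4* had 362 genes, within a factor of 1.5 of the paper's value, while *rev-5* had 587 and the overlap 125, which remained further from it. None of the other alternatives set before the data were examined came within that factor.

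The paper's S1 Data gives 965, 401 and 195 genes at an unadjusted p under 0.01 without a minimum fold change. At an adjusted p under 0.01 it gives 259 genes in *rev-5*, 54 in *wox4* and 34 in both, and with an absolute log2 fold change over 1 as well, 20 in *rev-5* and 2 in *wox4*. These are the paper's values, and the legend of Fig 5A states the fold change and the adjusted p.

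The first principal component held 18.0% of the variance against about 77% in Fig 5B, read by eye. None of the alternatives set before the data were examined closed the gap, and only the genes above 0 in all 12 libraries, an alternative chosen after seeing the values, gave 64.7%, within a factor of 1.5 of the paper's value. In the paper, replicates lie close together and *rev-5* stands apart from the other genotypes in both lights. Here this held with the genes above 0 in all 12 libraries, while over the 500 most variable of all tested genes *rev-5* was nearer to Col-0 in WL+FR (19.94) than *wox4* was (30.39).

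For *CYP82C2* in *wox4*, the log2 fold change of WL relative to WL+FR against Col-0 was 1.15, and the paper's value in S1 Data is 1.58 (standard error 0.27). With a pseudocount of 0.1 it was 1.38 and with voom on approximated fragments 1.41, both within the standard error of the paper's value, while FPKM in place of TPM (1.03) and quantile normalization (1.19) left the gap.

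The bounds of the FPKM values correspond to 12.38 M fragments (M, 1e6) in the lowest and 13.8 M in the highest library, where the paper gives 21 M and 24 M read pairs. No alternative was set for this value. The paper's values count sequenced pairs, and those from the bounds are an estimate that holds only if the bounds carry counting error alone. For 3 genes the highest estimate in any library was below the mean count in S1 Data. It was 424 against 485 for *TED7*, 129 against 224.9 for *CYP82C2* and 37 against 98.1 for *QQS*. The cause of the gap is thus not settled.

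The paper lists *TED7* among the genes upregulated in both mutants. Here its log2 fold changes of 1.11 and 1.06 had adjusted p values of 0.0174 and 0.105, and it was called in both only with an unadjusted p under 0.01 and no fold change required. The paper's text describes *QQS* as lower in *wox4* than in wild type and as no longer inducible by shade in both mutants. Here the log2 fold change in *wox4* was 0.35 in WL (adjusted p = 0.765), and in Col-0 the gene had 1.97 and 1.94 FPKM in WL and was listed at 0 in both WL+FR libraries. The log2 fold change of -2.11 rests on these zeros, which are not told apart from failed estimates, and ran from -5.15 to -1.56 under the alternatives, so it is not set against the paper's description. For the difference of the response from that of Col-0, S1 Data gives -1.88 in *rev-5* and -2.12 in *wox4* for WL relative to WL+FR. Their standard errors are 0.51 and 0.52. This is the same direction as the 2.15 and 1.65 found here for WL+FR relative to WL. An induction in Col-0 that the mutants had lost would give a positive sign in S1 Data. For *QQS*, these values of the paper thus argue against a lost induction. The text describes *CYP82C2* as high in both mutants, and here the log2 fold change in WL was 1.38 in *rev-5* and 0.30 in *wox4* (adjusted p = 0.576, and 0.538 to 0.70 under the alternatives). The legend of Fig 5C gives other descriptions of these 2 genes than the text does.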

Other observations

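The tests on the gene next to *MRD1*, on genes near *REV* and on other splits of the libraries were chosen only after the result was seen.

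*MRD1* was listed at 0 in each of the 4 Col-0 libraries, in both lights, and had between 39.7 and 67.9 FPKM in each of the 8 libraries of *rev-5* and *wox4*. A technical explanation is that *MRD1* reads were given to the overlapping or adjoining gene in Col-0. The adjoining *RHM2* had a mean of 20.6 FPKM in Col-0 and 18.5 FPKM in the mutants, a difference of 2.07 FPKM against the mean of 57.1 FPKM of *MRD1* in the mutants, and *HEI10* on its other side was listed at 0 in every library. The difference is small, but FPKM of genes of different length cannot be added, so a failed estimate in Col-0 cannot be ruled out. A second explanation, that the mutants share a variant at *MRD1* that this Col-0 lacks, was not tested.

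Genes of *rev-5* that were higher than Col-0 in WL were less so in WL+FR. For the 17 higher genes that were above 0 in all 12 libraries, the median log2 fold change was 1.26 in WL and 0.67 in WL+FR, and 3 of them exceeded 1 in WL+FR. The difference of the shade response from Col-0 was negative for 17 of 17. Genes chosen for a high value in WL tend to be lower in any other group, so this is reported as values only. The 8 lower genes had medians of -1.62 in WL and -1.49 in WL+FR, with 7 of 8 under -1 in WL+FR.

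Several of the genes lower in *rev-5* were lower in both lights, among them *AALP* (-3.17 in WL and -3.36 in WL+FR), which lies at 24279660 on chromosome 5, near *REV* at 24396981. A chromosome segment carried along with the *rev-5* allele would place a larger share of such genes near *REV*. Of 213 genes above 0 in all 12 libraries that differed between *rev-5* and Col-0 over both lights at an adjusted p under 0.001 in limma, 5.6% (12 genes) lay within 2 Mb of *REV*, against 4.5% of all 18723 tested genes on the chromosomes (Fisher's exact test, two-sided, p = 0.401). A linked segment of this size may thus explain a single gene such as *AALP* but not the list. Of the 18 splits of the 8 libraries of Col-0 and *rev-5* with 2 libraries of each light on each side, 1, the real one, gave as many genes in a fit of these libraries alone (145, against 0 in each other split). With 18 splits the share cannot fall under 0.05.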
